# Gene Profile of Myeloid-Derived Suppressive Cells from the Bone Marrow of Lysosomal Acid Lipase Knock-Out Mice

**DOI:** 10.1371/journal.pone.0030701

**Published:** 2012-02-27

**Authors:** Cong Yan, Xinchun Ding, Nupur Dasgupta, Lingyan Wu, Hong Du

## Abstract

**Background:**

Lysosomal acid lipase (LAL) controls development and homeostasis of myeloid lineage cells. Loss of the lysosomal acid lipase (LAL) function leads to expansion of myeloid-derived suppressive cells (MDSCs) that cause myeloproliferative neoplasm.

**Methodology/Principal Findings:**

Affymetrix GeneChip microarray analysis identified detailed intrinsic defects in Ly6G^+^ myeloid lineage cells of LAL knock-out (*lal−/−*) mice. Ingenuity Pathway Analysis revealed activation of the mammalian target of rapamycin (mTOR) signaling, which functions as a nutrient/energy/redox sensor, and controls cell growth, cell cycle entry, cell survival, and cell motility. Loss of the LAL function led to major alteration of large GTPase and small GTPase signal transduction pathways. *lal−/−* Ly6G^+^ myeloid cells in the bone marrow showed substantial increase of cell proliferation in association with up-regulation of cyclin and cyclin-dependent kinase (cdk) genes. The epigenetic microenvironment was significantly changed due to the increased expression of multiple histone cluster genes, centromere protein genes and chromosome modification genes. Gene expression of bioenergetic pathways, including glycolysis, aerobic glycolysis, mitochondrial oxidative phosphorylation, and respiratory chain proteins, was also increased, while the mitochondrial function was impaired in *lal−/−* Ly6G^+^ myeloid cells. The concentration of reactive oxygen species (ROS) was significantly increased accompanied by up-regulation of nitric oxide/ROS production genes in these cells.

**Conclusions/Significance:**

This comprehensive gene profile study for the first time identifies and defines important gene pathways involved in the myeloid lineage cells towards MDSCs using *lal−/−* mouse model.

## Introduction

Myeloid-derived suppressive cells (MDSCs) are heterogeneous populations that express CD11b and Gr-1 antigens. MDSCs actively participate in inflammation-induced pathogenic processes in various diseases (i.e. cancer) by suppressing T lymphocytes [1], [2], [3]. We previously reported that the neutral lipid metabolic pathway controlled by lysosomal acid lipase (LAL) plays a critical role in development and homeostasis of MDSCs [4], [5]. LAL hydrolyzes cholesteryl esters and triglycerides in the lysosome of cells to generate free cholesterol and free fatty acids. Ablating LAL (*lal−/−*) in mice led to aberrant expansion of MDSCs (>40% in the blood, and >70% in the bone marrow) that arise from dysregulated production of myeloid progenitor cells in the bone marrow [4]. Ly6G^+^ MDSCs in *lal−/−* mice show strong immunosuppression on T cells, which contributes to impaired T cell proliferation and function *in vivo* [4], [5]. As a consequence of myeloproliferative neoplasm, severe pathogenic phenotypes in multiple organs are observed in *lal−/−* mice, including the adult lung, liver, spleen, thymus, adrenal glands, and small intestine, which are all associated with MDSCs infiltration [4], [6], [7], [8], [9], [10]. Over-expression of LAL downstream genes in myeloid lineage cells driven by the 7.2 kb c-fms promoter/intron 2 induces chronic inflammation, immunosuppression and tumorigenesis *in vivo* [11], [12], [13].

Given the important role in inflammation and tissue pathogenesis, it is essential to elucidate the intrinsic molecular mechanisms governing MDSCs development and homeostasis in *lal−/−* mice. At the moment, up-regulated genes related to amino acid metabolism (i.e. L-arginine) and production of reactive oxygen (ROS)/nitrogen species are well studied and serve as parameters to define MDSCs [14], [15]. In this report, we aim at identifying a comprehensive gene profile to define pathways that are involved in MDSCs development in *lal−/−* mice by GeneChip microarray analysis. The results showed that the mammalian target of rapamycin (mTOR) signaling, which functions as a nutrient/energy/redox sensor, and controls cell growth, cell cycle entry, cell survival, and cell motility, is activated in bone marrow MDSCs during LAL deficiency.

## Materials and Methods

### Ethics Statement and Animal Care

All scientific protocols involving the use of animals have been approved by the Institutional Animal Care and Use Committee of Indiana University School of Medicine and followed guidelines established by the Panel on Euthanasia of the American Veterinary Medical Association. Protocols involving the use of recombinant DNA or biohazardous materials have been reviewed by the Biosafety Committee of Indiana University School of Medicine and followed guidelines established by the National Institutes of Health. Animals were housed under Institutional Animal Care and Use Committee-approved conditions in a secured animal facility at Indiana University School of Medicine.

### S6 and E4-BP analysis

Fluorescence activated cell sorting (FACS) analysis was performed on single cells from the bone marrow of 5-month-old *lal+/+* and *lal−/−* mice. Bone marrow cells were prepared as previously described [11]. Approximately 1 to 2×10^6^ cells from various organs in FACS buffer were blocked with FcR blocking antibodies (BD Pharmingen, San Diego, CA) followed by incubation with APC anti-mouse CD11b and PE rat anti-mouse Ly6G (1A8, BD Bioscience). Cells were fixed and permeabilized using BD Cytofix/Cytoperm™ Fixation/permeabilization Kit according to the manufacture's instruction, followed by labeling with anti-pS6 (ser235/236) and anti-p4E-BP (Thr37/46) antibodies (1∶50 dilution, Cell Signaling Technology, Beverly, MA) at 4°C overnight. Cells were analyzed on a LSRII machine (BD Biosciences, San Jose, CA). Data were analyzed using the BD FACStation™ Software (BD Biosciences). Quadrants were assigned using isotype control mAb.

### MDSCs RNA isolation

Single cells from bone marrow of 5-month-old *lal+/+* and *lal−/−* mice (n = 5) were stained with anti-Ly6G^+^ antibody, followed by positive magnetic selection using anti-biotin micro-beads following the manufacture's instructions (Miltenyi Biotec, Auburn, CA). The purity of the Ly6G^+^ MDSC population was typically higher than 90%. Total RNAs from isolated Ly6G^+^ MDSCs were purified using the Qiagen total RNA purification kit (Qiagen, Valencia, CA). RNA concentrations were measured with Spectra Max 190 (Molecular Devices, Sunnyvale, CA).

### Affymetrix GeneChip microarray analyses

The quality of the total RNA was checked by the Agilent Bioanalyzer 2100 (Hewelett Packard) using the RNA 6000 Pico Assay. To create biotin labeled cDNA products, 20 nanograms of total RNA was used. Double stranded target cDNA was synthesized using a random hexamer with a T7 promoter. Target sense transcript cRNA was generated from the double-stranded cDNA template using the Whole Transcript cDNA Synthesis and Amplification Kit. cDNA was regenerated using a reverse transcription reaction randomly primed with a mix containing dUTP. After hydrolysis of the cRNA with RNase H, the sense strand of cDNA was purified using the Affymetrix sample cleanup module, fragmented by incubation with UDG (uracil DNA glycosylase) and APE 1 (apurinic/apyrimidicendonuclease 1), and terminally biotin-labeled with TdT (terminal deoxynucleotidyl transferase) using the WT Terminal Labeling Kit. Biotinylated sense strand fragments were hybridized to Affymetrix Mouse Gene 1.0 ST GeneChips using the Hybridization Control and Hybridization Wash and Stain kits at 45°C for 18 hrs. The stained array was scanned using an Affymetrix GeneChip Scanner 3000 7G to generate the CEL files. Primary quality control was performed using the Affymetrix Expression Console. The chip data were imported with Partek Genomics Suite 6.5 (Partek, Inc., St Louis, MO), normalized and summarized using the RMA (Robust Multiarray Average) algorithm. The relative log expression was examined to ensure that the data were properly corrected by normalization and that there were no outliers. Mv A plots were generated to examine the reproducibility of the replicates. To identify expression changes between genotypes, a two-way ANOVA was performed by using the methods of moments [16] to partition the effect of tissue and genotype. Genes differentially expressed in *lal−/−* mice vs *lal+/+* mice were identified at a false positive rate (FDR) of 0.05 and fold change ≥2. The unprocessed microarray data is available at Gene Expression Ominibus Database (GEO) at NCBI (accession number GSE 29401).

### Pathway and functional classification

Significantly affected or differentially expressed genes were subjected to an intensive search to identify biological functions. Functional pathway gene ontology and network analysis were executed using Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, Mountain View, CA), Partek (Partek Inc., St. Louis, MO), public information and literature references. The enriched functional categories were determined by Fisher Exact Test using the corresponding murine genome as a reference dataset. The significance was set at *p*-value<0.05. The differentially expressed genes were grouped into various categories. To cluster gene expression profiles, Hierarchical cluster analysis of the significantly expressed genes was performed using Partek genomic suite 6.6 (St. Louis, MO) which showed the correlated groups of genes and their expression patterns across all points.

### FACS for JC-1 analysis

Mitochondrial membrane potential was measured according to MitoProbe JC-1 Assay Kit (Molecular Probe, Eugene, OR). Bone marrow single cells from *lal+/+* and *lal−/−* mice were suspended in pre-warmed PBS. Cells were then stained with anti-CD11b, anti-Ly6G antibody and 10 µl of 200 µM JC-1 dye. After incubation at 37°C, 5% CO_2_ for 30 minutes, cells were suspended by gently flicking the tubes with the warmed PBS and washed twice. JC-1 was analyzed by flow cytometry in gated CD11b^+^Ly6G^+^ cells.

### ROS detection

Ly6G^+^ cells were isolated from the bone marrow of *lal+/+* and *lal−/−* mice with ly6G^+^ antibody-coated magnetic beads and MACS-LS columns according to the manufacturer's instructions (Miltenyi Biotec, Auburn, CA). Purified cells were suspended in pre-warmed PBS. Oxidation-sensitive dye 2′-7′-dichlorodihydrofluorescein diacetate (DCFDA, C6827, Invitrogen, Eugene, OR), was used to measure ROS production by MDSC. Cells were incubated at 37°C in pre-warmed PBS in the presence of 2.5 µM DCFDA for 20 min. Cells were then labeled with APC-conjugated anti-Ly6G^+^ and PE-conjugated anti-CD11b Abs on ice. Analysis was then conducted by flow cytometry.

### Cell Cycle

Bone marrow cells from *lal+/+* and *lal−/−* mice were stained with surface markers anti-CD11b and ly6G antibodies (1∶200 dilution, BD Bioscience) for 15 min at 4°C. After washed with PBS, cells were fixed in 1 ml 70% methanol for 1 hour at room temperature. After cells were washed with PBS, 100 µl of 10 mg/ml RNAase (Rase LS005649, Worthington Biochemicals, Lakewood, NJ) and 1 ml of 50 µg/ml propidium iodide (PI, P4170, Sigma, Saint Louis, MI) were added and incubated for 30 min at 37°C. Cells were washed with PBS. PI-labeled DNA concentrations were analyzed in gated CD11b^+^Ly6G^+^ cells by FACS Calibur APC machine. The data were analyzed with ModFit LT^Tm^ DNA analysis software (VMFLTMAC3, Verity Software House, Topsham, ME).

### ATP assay

Bone marrow cells (1×10^6^) were rinsed with PBS and lysed with ATP-releasing buffer containing 100 mM potassium phosphate buffer (pH 7.8), 2 mM EDTA, 1 mM dithiothreitol, and 1% Triton X-100. The ATP concentration of cell lysate was measured using ATP kit (Invitrogen, Carlsbad, CA) according to the manufacture's instruction.

## Results

### Affymetrix GeneChip microarray and Ingenuity pathway analyses of Ly6G^+^ cells from the lal−/− bone marrow

In order to identify intrinsic defects of MDSCs in *lal−/−* mice, total RNAs were isolated from Ly6G^+^ myeloid cells of the age-matched wild type and *lal−/−* bone marrow. Purified total RNAs were subjective to the Affymetrix GeneChip microarray study. 

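The arrays were 4 Affymetrix Mouse Gene 1.0 ST chips, whose probes lie along the whole length of each transcript. 2 arrays held RNA of Ly6G+ bone marrow cells from *lal+/+* mice and 2 held RNA of the same cells from *lal−/−* mice, all 5 months old and on an FVB/N background. *Lipa*, which encodes LAL and is the gene disrupted in these mice, had a log2 level of 9.27 ± 0.32 (SD, n = 2 arrays) in *lal+/+* cells and 7.43 ± 0.09 (SD, n = 2 arrays) in *lal−/−* cells. The 2 *lal+/+* arrays read 9.50 and 9.05, and the 2 *lal−/−* arrays read 7.37 and 7.49. This is a log2 fold change of -1.85 (standard error 0.17, adjusted p = 4.17e-04 from limma). Which exons the *Lipa* probe set reads, relative to the disrupted part of the gene, is not given in the sources used here.
The authors normalized and summarized the scans by RMA in Partek Genomics Suite, which gave a log2 value for each of 35557 probe sets. The sample labels name GCOS 1.1 as a processing tool. The medians of the deposited values were 6.30 and 6.36 on the *lal+/+* arrays and 6.15 and 6.15 on the *lal−/−* arrays. They differed by up to 0.208, more than the 0.1 set as a limit before the data were examined, so the 4 arrays were quantile normalized before the tests. Across probe sets, which are not independent replicates, Pearson's r was 0.984 between the *lal+/+* arrays, 0.988 between the *lal−/−* arrays, and 0.919 to 0.930 between arrays of different genotypes.
Genotypes were compared with limma, with Benjamini-Hochberg adjustment over the 21789 probe sets that name 1 gene. A gene was called higher or lower in *lal−/−* MDSCs at an adjusted p under 0.05 and a fold change of at least 2, the thresholds of the paper. The brightest probe set stands for a gene that has several. Gene lists were written before the data were examined, and the shift of each list against all other genes was tested with camera at a preset inter-gene correlation of 0.01. Each list was also tested with a correlation estimated from these arrays. That estimate rests on 2 residual degrees of freedom, which leaves the test little power. A list that does not pass it is therefore not shown to be unshifted.
The labels describe the cells as CD11b+Gr-1+ and name NuGEN amplification and labeling reagents, while the paper describes magnetic selection with an anti-Ly6G antibody and an Affymetrix amplification kit. The paper gives n = 5 for the mice without stating whether this is per genotype. Neither source states how the 2 arrays of a genotype relate to those mice. The p-values therefore measure only the spread between these arrays, which may be technical. The model of the paper's methods partitions tissue and genotype, whereas bone marrow is the only tissue analysed here, so genotype was the only term. With 2 arrays against 2, no exact two-sided permutation test can give a p below 0.333.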

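In *lal−/−* bone marrow MDSCs, 1508 genes were higher and 645 were lower than in *lal+/+* cells, of 19938 genes measured. The 10 genes with the largest measured increase were *Hprt*, *Ndufs5*, *Tmem45a2*, *Stfa3*, *Gsr*, *Serpinb10*, *Mgst2*, *Ctsg*, *Scrg1* and *Mpo*. Among them are enzymes of purine salvage (*Hprt*, log2 fold change 5.78) and of glutathione conjugation (*Mgst2*, 3.83), and protease inhibitors of myeloid cells (*Stfa3*, 4.41, and *Serpinb10*, 3.85). The 10 genes with the largest measured decrease were *Cr2*, *Ms4a1*, *Mrc1*, *H2-Aa*, *Cd74*, *Cd2*, *Scd1*, *Ebf1*, *Spic* and *H2-Ea*. *Cr2* (log2 fold change -5.69) and *Ebf1* (-4.25) are known from B lymphocytes, *Cd2* (-4.40) from lymphocytes more widely, and *Spic* (-4.21) from red pulp and bone marrow macrophages.
Over these 20 genes the standard errors of the log2 fold changes lay between 0.12 and 0.25, and the adjusted p from limma was at most 1.29e-04. *Hprt* read 4.93 ± 0.02 (SD, n = 2 arrays) in *lal+/+* cells, close to the median of 1027 probe sets of olfactory receptor genes, which are silent in most tissues (4.92 and 4.98 on the 2 arrays). It read 10.71 ± 0.04 (SD, n = 2 arrays) in *lal−/−* cells. In *lal+/+* cells *Hprt*, *Ndufs5*, *Tmem45a2*, *Serpinb10*, *Ctsg* and *Mpo* lay below the 95th percentile of these probe sets (6.79), and in *lal−/−* cells *Cr2*, *Ms4a1*, *Mrc1*, *Cd74*, *Scd1*, *Ebf1*, *Spic* and *H2-Ea* did (6.29). Their log2 fold changes are therefore lower bounds on the size of the change, and their order is not known. For *Hprt* and *Ndufs5* this holds for the signal of the probe set only. A loss of signal in the probe set cannot be told apart there from a loss of transcript in *lal+/+* cells.
Of the changed genes, 70.0% were higher in *lal−/−* MDSCs. This share was 84.9% (2620 higher and 466 lower) when each array was shifted to a common median, and 76.1% (2013 higher and 632 lower) with the values as deposited. The median log2 fold change of all genes was 0.08, 0.12 and -0.05 in these 3 settings, so that a small fold change is relative to that shift. An ordinary linear model of genotype for each probe set, with 2 residual degrees of freedom and no moderated variance, called 0 genes, and 5691 had an unadjusted p under 0.05.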

At a false positive rate (FDR) of 0.05 and fold change ≥2, there were 3086 changed genes in *lal−/−* bone marrow MDSCs. Major changes of *lal−/−*bone marrow MDSCs were observed in G-protein signaling, cell cycle, chromatin modification and bioenergetics (Figure 1A). 

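Gene lists of these 4 areas and of other pathways and cell types, 70 in all, were compared between genotypes. With camera at a preset correlation between genes, the lists of Rab GTPases, DNA replication, mitosis, centromere proteins, kinetochore proteins, histones, glycolysis and the respiratory chain complexes I and III were shifted up in *lal−/−* MDSCs, but not with a correlation estimated from these 4 arrays. Lists of cholesterol biosynthesis, proteasome subunits, vesicle tethering factors and granule proteins of neutrophils were shifted up as well, with the same limit. Lists of Gimap and Gbp GTPases, ribosome biogenesis, cytosolic ribosomal proteins, and markers of B cells, T cells, plasma cells, and monocytes and macrophages were shifted down. None of the 70 lists passed when the correlation was estimated for each list from these 4 arrays. With 2 residual degrees of freedom this test cannot decide whether a list shifted. Lists as different as mitosis and cytosolic ribosomal proteins had the same adjusted p of 0.282 in it. The lists of heterotrimeric G protein subunits, regulators of G-protein signaling, Gpr receptors, Ras GTPases, cyclins and Cdks did not pass the test as a whole, although some of their members changed.
At the preset correlation 26 lists were shifted up and 12 down at an adjusted p under 0.05, and at the estimated correlation 0. With fry, which does not compare a list with other genes, 57 passed. The number of called members was equal when adjusted over the list alone in each of the 70 lists.

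**Figure D1:**
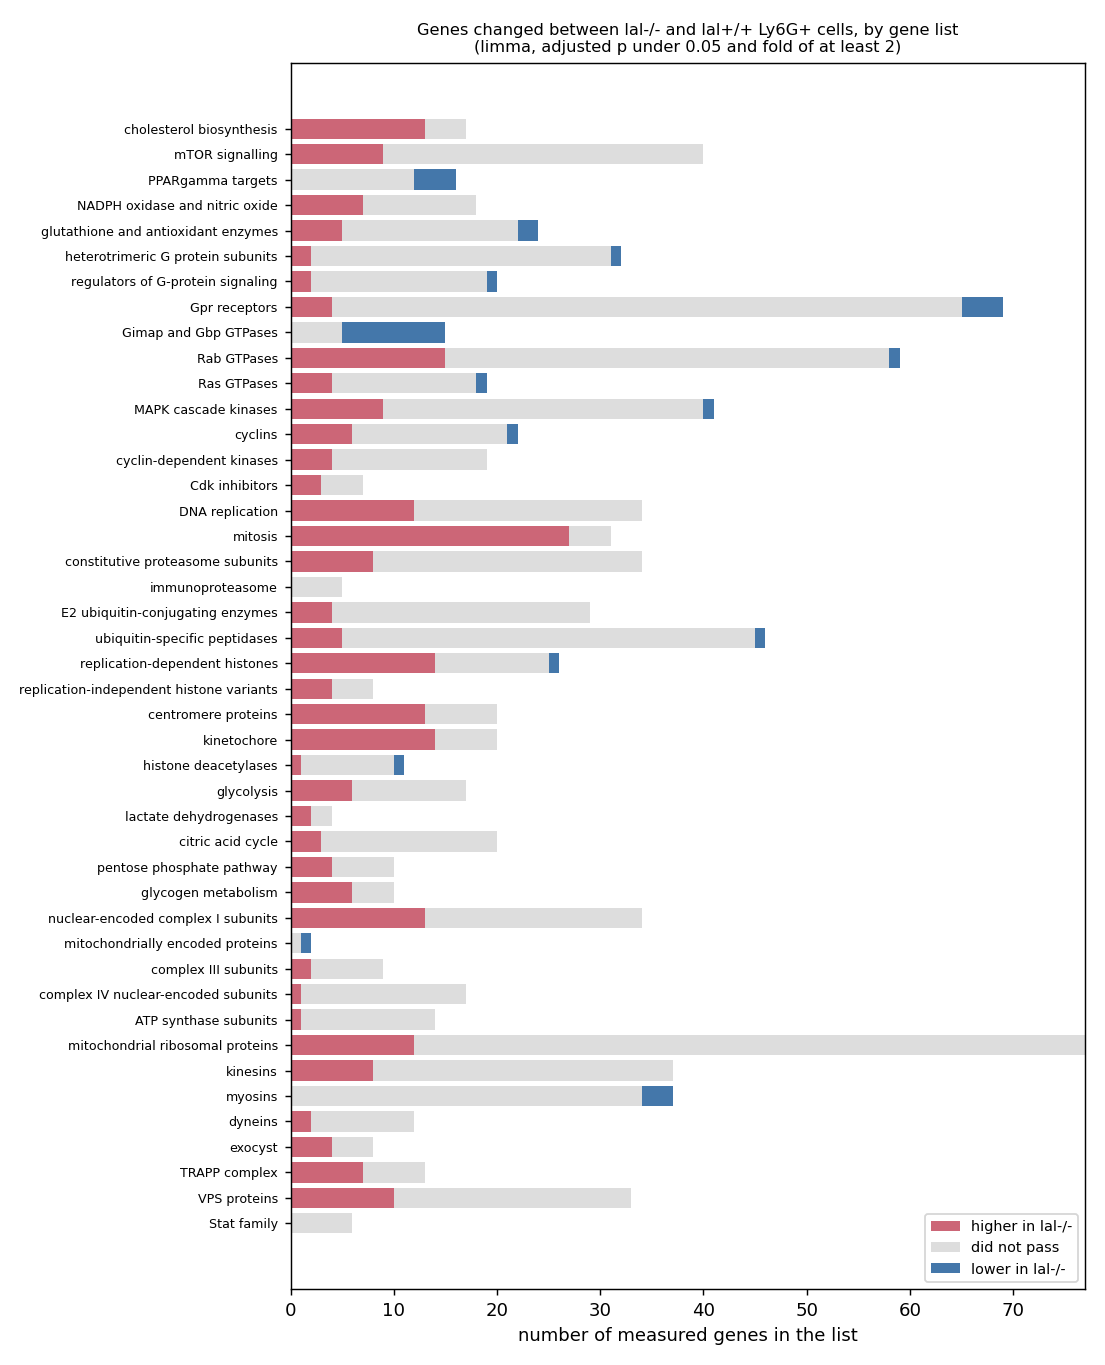
Number of measured genes in each of 44 gene lists of the pathways that the paper discusses, split by color into genes higher in *lal−/−* cells, genes that did not pass, and genes lower. Mitosis (27 of 31 higher) and the Gimap and Gbp GTPases (10 of 15 lower) stand out in opposite directions.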

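*Ly6g*, whose product is the antigen used to select these cells, was 7.37-fold higher in *lal−/−* MDSCs, at a log2 level of 12.88 ± 0.05 (SD, n = 2 arrays) against 10.00 ± 0.28 (SD, n = 2 arrays). The log2 fold change was 2.88 (standard error 0.16, adjusted p = 8.00e-05 from limma). The Ly6C antigen is encoded by *Ly6c1* and *Ly6c2*, and 2 probe sets read both genes without telling them apart. The brighter was 4.11-fold higher (log2 fold change 2.04, standard error 0.21) and the other 5.57-fold higher (log2 fold change 2.48, standard error 0.12). Their adjusted p over all 35557 probe sets was 0.00486 and 0.00225. *Itgam*, which encodes CD11b, was 2.27-fold higher (adjusted p = 6.69e-04).
Genes of neutrophil granules rose with them. Of 8 genes in the list of primary granule proteins, which are made at the promyelocyte stage, 6 were higher and 0 lower, with a median log2 fold change of 2.20. The list also holds *Ms4a3*, known from granulocyte progenitors, so not every member encodes a granule protein. The higher genes included *Ctsg* (3.78), *Mpo* (3.75), *Prtn3* (2.21) and *Elane* (2.20). The camera adjusted p was 4.00e-07, and the adjusted p was 0.282 with an estimated correlation. Of 10 genes of secondary granules and the myelocyte stage, a list that holds *Ly6g*, 8 were higher, among them *Cd177* (2.86), *Olfm4* (2.07) and *Ltf* (1.67), with a median of 1.47 (camera adjusted p = 1.37e-07, and adjusted p = 0.282 with an estimated correlation). Of 9 genes of mature neutrophils, *Mmp9* was higher (2.07) and *Il1b* (-1.99) and *Csf3r* (-1.91) were lower, the median was 0.05 and the mean -0.18, and the list did not pass camera (adjusted p = 0.420). *S100a8* (0.05) and *S100a9* (0.20) did not pass the test.
Of 16 B cell markers 10 were lower in *lal−/−* preparations and 0 higher, with a median of -2.01 (camera adjusted p = 4.85e-11, and adjusted p = 0.282 with an estimated correlation), for example *Ms4a1* (-5.26) and *Cd79b* (-3.95). Of 13 monocyte and macrophage markers 7 were lower, among them *Mrc1* (-4.54) and *Csf1r* (-1.43), and *F13a1* was higher (1.98). This list had a median of -1.20 (camera adjusted p = 7.19e-05, and adjusted p = 0.339 with an estimated correlation). Of 6 MHC class II genes 5 were lower, with a median of -2.21 (camera adjusted p = 1.28e-07, and adjusted p = 0.282 with an estimated correlation), led by *H2-Aa* (-4.42) and *Cd74* (-4.41). *Csf1r* no longer passed the fold threshold (-0.93) with each array shifted to a common median.

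**Figure D2:**
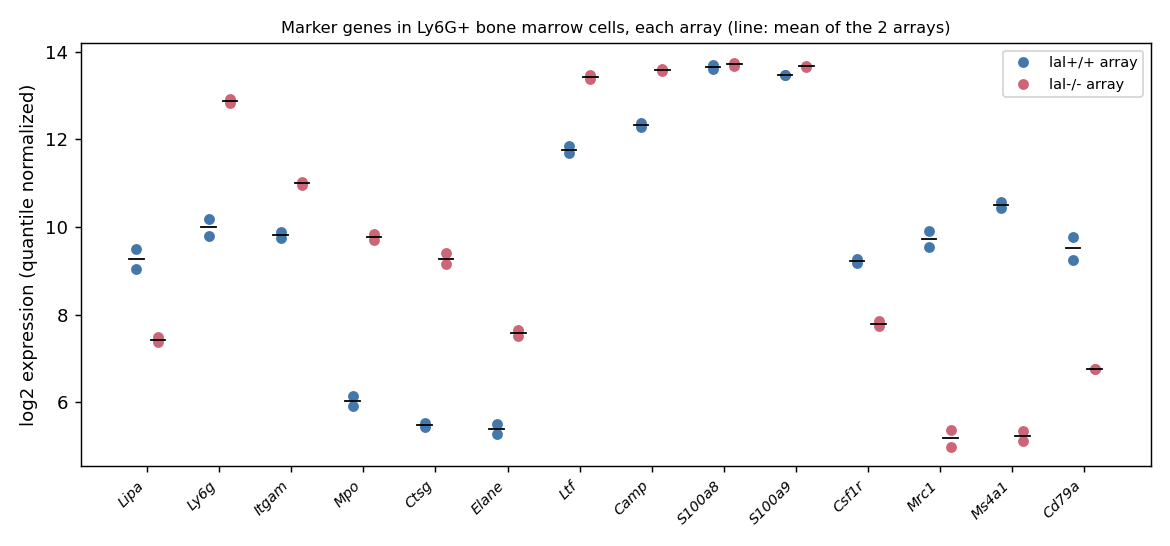
Log2 level of marker genes on each of the 4 arrays after quantile normalization, 1 point for each array, colored by genotype, and a bar at the mean of each genotype. *Ly6g* and *Mpo* lie higher in *lal−/−* cells, *S100a8* and *S100a9* lie at nearly equal levels, and *Ms4a1* and *Mrc1* lie higher in *lal+/+* cells.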

Gene expression of both Ly6G (9.1 fold) and Ly6C (7.1 fold) was increased in *lal−/−* bone marrow MDSCs. Ingenuity Pathway Analysis revealed alteration of several important pathways in *lal−/−* bone marrow MDSCs (Figure 1B). 

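PPARγ is a nuclear receptor that is activated by fatty acid derivatives, among which are products of neutral lipid hydrolysis. Of 16 known target genes of PPARγ, 4 were lower in *lal−/−* MDSCs and 0 higher. The lower genes were *Scd1*, a fatty acid desaturase (log2 fold change -4.28, standard error 0.22, adjusted p = 6.64e-05 from limma), *Cd36*, a receptor for fatty acids and oxidized lipoproteins (-1.87, standard error 0.19, adjusted p = 5.32e-04), *Pparg* itself (-1.11) and *Abca1*, a cholesterol exporter (-1.03). *Cd36* and *Pparg* are also expressed by macrophages, whose markers were lower in the same arrays. The median log2 fold change of the list was -0.12, the camera adjusted p was 0.0337, and the adjusted p was 0.366 with an estimated correlation. The list rested on the scaling of the arrays. With each array shifted to a common median, 2 members were higher and 2 lower, *Pparg* (-0.96) and *Abca1* (-0.97) missed the fold threshold, and the median was 0.16 (camera adjusted p = 0.126). Without *lal+/+* replicate 1 the median was -0.09 (camera adjusted p = 0.0760), and *Abca1* was -0.97 then and -0.89 without *lal−/−* replicate 2.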

Compared with normal wild-type cells, expression of genes that are positively or negatively regulated by LAL downstream effector PPARγ was altered. 

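Of 17 measured genes of cholesterol biosynthesis, 13 were higher in *lal−/−* MDSCs, 0 were lower and 4 did not pass the test (also 13 higher when adjusted over the list alone). All 17 had a positive log2 fold change, and the median was 1.64. The increased genes included *Msmo1*, a methylsterol oxidase (3.50, standard error 0.17, adjusted p = 6.04e-05 from limma), *Idi1*, the isomerase of isopentenyl diphosphate (3.02, standard error 0.13, adjusted p = 3.70e-05), *Nsdhl*, a sterol dehydrogenase (2.90), and *Fdft1*, squalene synthase (2.79). The shift of the list had a camera adjusted p of 3.83e-09, and the adjusted p was 0.284 with an estimated correlation.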

Due to lack of cholesterol generation through the LAL pathway, genes involved in cholesterol biosynthesis were increased in *lal−/−* bone marrow MDSCs to compensate the loss. Importantly, genes involved in the mammalian target of rapamycin (mTOR) singaling pathway were altered in *lal−/−* bone marrow MDSCs. 

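Of 40 genes of mTOR signaling, 9 were higher in *lal−/−* MDSCs and 0 lower, and 31 did not pass the test. The increased genes included *Mlst8*, a subunit of both mTOR complexes (log2 fold change 1.98, standard error 0.16, adjusted p = 2.32e-04 from limma), *Lamtor1*, an anchor of mTORC1 signaling at the lysosome (1.83), *Akt1* (1.20), and *Prkab1* (1.84) and *Prkag1* (1.56), which encode subunits of AMP-activated protein kinase, a known inhibitor of mTORC1. The kinase gene *Mtor* (0.09), its partners *Rptor* (0.31) and *Rictor* (0.06), the inhibitors *Tsc1* (0.10) and *Tsc2* (0.32), and the activator *Rheb* (0.67) did not pass. *Rps6* (-0.33) and *Eif4ebp1* (0.65), which encode S6 and 4E-BP1, did not pass either. *Rptor* lay below the 95th percentile of the olfactory receptor probe sets in both genotypes (5.97 and 6.28, against 6.79 and 6.29). *Mtor* (6.69), *Tsc1* (6.64), *Tsc2* (6.58), *Mlst8* (5.44) and *Lamtor1* (6.19) did so in *lal+/+* cells. Changes of these genes may be compressed, so a missing call does not show an equal level.
The median log2 fold change of the list was 0.49 (camera adjusted p = 4.28e-04, and adjusted p = 0.361 with an estimated correlation). The number of higher genes was 19 with each array shifted to a common median, which then included *Rheb* (1.32) and *Eif4ebp1* (1.09), and 16 with the values as deposited. *Mtor* turned to -0.02 and *Tsc1* fell to 0.00 with the values as deposited, and *Rictor* turned to -0.30 without *lal+/+* replicate 2.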

The mTOR is a serine/threonine protein kinase that regulates cell growth, cell proliferation, cell motility, cell survival, protein synthesis, and transcription in response to growth factors, and mitogens. mTOR also senses cellular nutrient and energy levels and redox status [17]. Compared with wild type mice, mTOR downstream effectors S6 (S6) and 4E-BP1 were highly phosphorylated in *lal−/−* bone marrow MDSCs (Figure 1C), a strong indication of mTOR activation.

**Figure 1:**
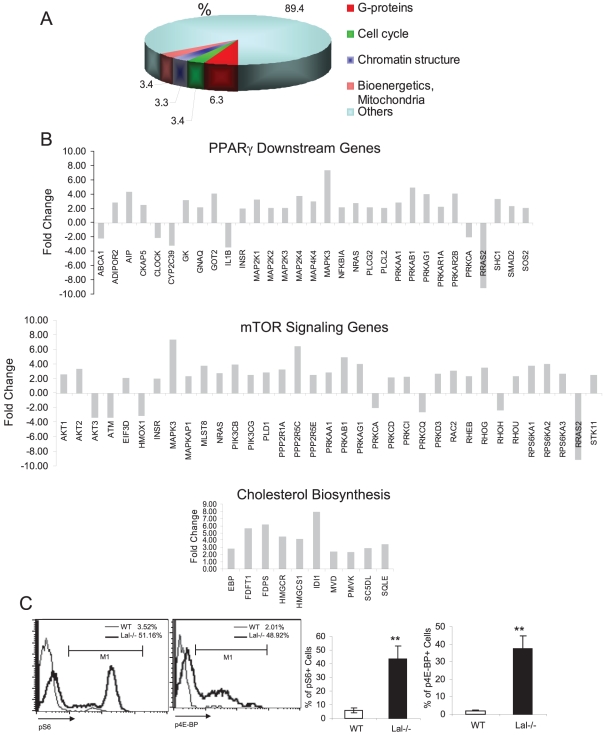
Affymetrix GeneChip microarray and Ingenuity Pathway analyses of lal−/− MDSCs. **A**). Affymetrix GeneChip microarray analysis of Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and lal−/− mice. Numbers represent percentages of changed genes in each category vs total changed genes between *lal−/−* mice and *lal+/+* mice; **B**). Differential gene expression of Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice was analyzed by Ingenuity Pathway Analysis. Changed genes in the PPARγ pathway, cholesterol biosynthesis and mTOR signaling pathway are presented; **C**) Flow cytometry of mTOR downstream effectors S6 and 4E-BP1 in Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice. n = 4.

### ROS production in lal−/− bone marrow MDSCs

Since mTOR controls the redox status, and nitric oxide and reactive oxygen species production are known to play important roles in MDSCs, genes involved in nitric oxide and ROS production were investigated in *lal−/−* bone marrow MDSCs. 

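Of 18 genes of NADPH oxidases and nitric oxide production, 7 were higher in *lal−/−* MDSCs and 0 were lower. They included the membrane subunits of the phagocyte NADPH oxidase *Cyba* (log2 fold change 2.72, standard error 0.19, adjusted p = 1.69e-04 from limma) and *Cybb* (1.40), its cytosolic subunit *Ncf1* (2.29), and its GTPase partner *Rac2* (1.26). *Xdh*, which encodes xanthine dehydrogenase, a further source of ROS, was higher by 2.40, and *Mpo*, of myeloperoxidase, was higher too. In the same arrays the lists of primary and secondary granule genes of neutrophils rose (medians 2.20 and 1.47). Markers of B cells (-2.01) and of monocytes and macrophages (-1.20) fell. Whether a change in the stage or mixture of cells accounts for the higher oxidase genes was not tested. *Nos2*, the inducible nitric oxide synthase, had a log2 fold change of 0.08 (adjusted p = 0.736). It did not pass the test, and its sign changed in other settings, to -0.14 with the values as deposited. *Nos2* read 5.81 in *lal+/+* and 5.89 in *lal−/−* cells. Both lay below the 95th percentile of the olfactory receptor probe sets (6.79 and 6.29), so a change of *Nos2* cannot be judged from this probe set. Among the probe sets at or above the median level alone, the list had a median of 1.40 and passed camera (adjusted p = 0.0216). The list as a whole had a median of 0.07 and a mean of 0.84, and its camera adjusted p was 0.0654. This was 0.0379 with each array shifted to a common median, 0.0489 without *lal+/+* replicate 2, 0.0199 without *lal−/−* replicate 1 and 0.00900 without *lal−/−* replicate 2, all past the threshold.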

As demonstrated in Figure 2A, expression of these genes was significantly altered. As a result, the concentration of ROS was increased 3 times in the Ly6G population of *lal−/−* bone marrow MDSCs compared with those in wild type MDSCs (Figure 2B). Reduced glutathione (GSH) protects the cell by destroying hydrogen peroxide and hydroxyl free radicals. Both glutathione peroxidase (3.0 fold) and glutathione reductase genes (20.1 fold) showed increased expression in *lal−/−* bone marrow MDSCs as well (Table S2). 

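*Gsr*, which encodes glutathione reductase, was 17.1-fold higher in *lal−/−* MDSCs. Its log2 level was 11.77 ± 0.01 (SD, n = 2 arrays) against 7.67 ± 0.15 (SD, n = 2 arrays) in *lal+/+* cells, a log2 fold change of 4.10 (standard error 0.13, adjusted p = 2.13e-05 from limma). Among the glutathione peroxidases, *Gpx4*, which reduces lipid hydroperoxides, was 2.24-fold higher (log2 fold change 1.16, standard error 0.12, adjusted p = 6.22e-04). *Gpx1* was 1.93-fold higher (adjusted p = 0.00196) and *Gpx3* 1.54-fold higher (adjusted p = 0.0130), below the fold threshold. Of 24 genes of glutathione and antioxidant enzymes 5 were higher, among them *Gclm*, of glutathione synthesis (1.21), *Sod2* (1.19) and *Nqo1* (1.26), and 2 were lower, *Hmox1*, a heme oxygenase (-2.07), and *Prdx1*, a peroxiredoxin (-1.35). The list did not shift as a whole (median 0.15, camera adjusted p = 0.868). *Nqo1* missed the fold threshold without *lal−/−* replicate 2 (0.89), and *Prdx1* with the values as deposited (-0.94) or each array shifted to a common median (-0.76), where *Gpx1* passed it (1.17).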

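*G6pd2*, which encodes a form of glucose 6-phosphate dehydrogenase, the enzyme that supplies NADPH at the entry of the pentose phosphate pathway, was 3.68-fold higher in *lal−/−* MDSCs. Its log2 level was 10.21 ± 0.05 (SD, n = 2 arrays) against 8.33 ± 0.04 (SD, n = 2 arrays), a log2 fold change of 1.88 (standard error 0.12, adjusted p = 1.19e-04 from limma). Both *lal−/−* arrays lay above both *lal+/+* arrays. Whether this probe set also reads transcripts of related genes was not tested.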

The gene expression level of glucose 6-phosphate dehydrogenase that is required for regeneration of GSH from its oxidized form (GSSG) was increased in *lal−/−* bone marrow MDSCs as well (Table S2).

**Figure 2:**
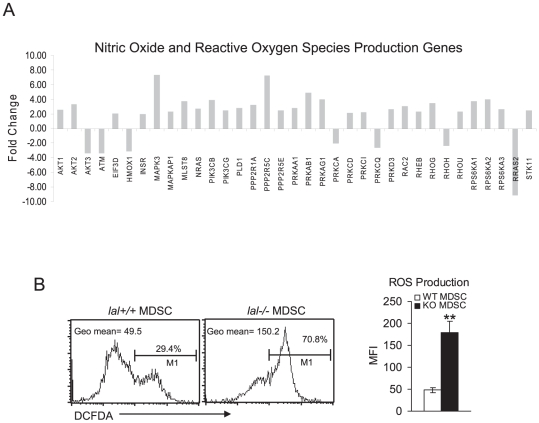
ROS Pathway Analysis of lal−/− bone marrow MDSCs. **A**). Differential gene expression of CD11b^+^Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice was analyzed by Ingenuity Pathway Analysis. Changed genes in the nitric oxide and reactive oxygen species production genes are presented; **B**). ROS production in CD11b^+^Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice. The ROS signal was statistically analyzed by mean fluorescent intensity (MFI). Results are means of 4 independent FACS experiments. n = 4, **, p<0.01.

### Gene expression levels of G-protein family in lal−/− MDSCs

Guanosine nucleotide-binding proteins (G proteins) are involved in many aspects of cellular functions. They play key roles in signal transduction and regulation of gene expression in almost all cell types including immune cells [18]. This group of proteins can be separated into two classes. The first class is the heterotrimeric G protein superfamily, consisting of α-, β-, and γ-subunit, with the α-subunit binding the guanosine nucleotides. 

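Among the receptors of the large G proteins, *Gpr84*, a receptor for medium-chain fatty acids on myeloid cells, was higher in *lal−/−* MDSCs (log2 fold change 3.06, standard error 0.14, adjusted p = 5.16e-05 from limma), as were *Gpr141* (2.34) and the pseudogene *Gpr137b-ps* (3.43). *Gpr171* (-3.46), *Gpr183*, which guides the movement of B cells (-3.11), *Gpr174* (-2.96) and *Gpr18* (-2.73) were lower. Of 69 genes named as Gpr receptors 4 were higher and 4 lower. Of 32 genes of heterotrimeric subunits, *Gnb5* (1.28) and *Gnai2* (1.17) were higher and *Gngt2* (-1.49) was lower, and 29 did not pass. Of 20 regulators of G-protein signaling, *Rgs18* (2.90) and *Rgs19* (1.38) were higher and *Rgs1* (-1.42) was lower. None of these 3 lists shifted as a whole (camera adjusted p = 0.0852, 0.163 and 0.818). In the same arrays 10 of 16 B cell markers were lower, with a median log2 fold change of -2.01.
Of 15 genes of the Gimap and Gbp families, GTPases of immunity and of interferon-gamma responses, 10 were lower, 0 higher and 5 did not pass, with a median log2 fold change of -1.61 (camera adjusted p = 9.37e-12, and adjusted p = 0.282 with an estimated correlation). They were led by *Gimap6* (-4.04), *Gimap4* (-3.32) and *Gbp8* (-3.20). Gimap genes are known mainly from lymphocytes, and of 11 T cell markers *Cd3g* (-2.01), *Cd3e* (-1.28) and *Cd28* (-1.22) were lower in the same arrays while *Cd3d* was higher (2.42). The T cell list had a median of -0.55 (camera adjusted p = 8.32e-04, and adjusted p = 0.284 with an estimated correlation).
Of the 27 measured genes of Table 1, 18 were higher, and of the 17 measured genes of Table 2, 17 were lower. These lists were chosen by the study on these arrays and are not independent evidence of a direction. *Gngt2* missed the fold threshold with each array shifted to a common median (-0.89), where 7 subunit genes were higher and the Gpr list passed camera in the lower direction (adjusted p = 0.0118), and the median of the regulators, 0.03, then turned to -0.02.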

Many members in this large G-protein superfamily, including receptors, effectors, heterotrimeric Gαβγ subunits, and the regulators of G-protein signaling proteins were altered in gene expression in *lal−/−* bone marrow MDSCs (Table 1, 2). The second class is the monomeric low-molecular-weight Ras GTPase superfamily, which contains more than 100 proteins, and cycles between an inactive guanosine diphosphate (GDP) and an active GTP-bound form [19]. As demonstrated in Table 3, 4, 5, gene expression of many members of the small GTPase superfamily and downstream effectors were altered in *lal−/−* bone marrow MDSCs. It is known that G-protein family has a tight relationship with the mTOR activity [20].

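Of 59 measured Rab GTPases, which direct vesicle traffic, 15 were higher in *lal−/−* MDSCs and 1 was lower, with a median log2 fold change of 0.58 (camera adjusted p = 1.52e-06, and adjusted p = 0.361 with an estimated correlation). *Rab3d*, known from secretory granules, had a log2 fold change of 2.83 (standard error 0.14, adjusted p = 6.64e-05 from limma), *Rab1b*, which acts between the endoplasmic reticulum and the Golgi, of 2.39, and *Rab37* of 2.10. *Rab30* was lower (-2.52). Of 19 Ras GTPases 4 were higher, among them *Ralb* (1.75) and *Rap2a* (1.63), and *Rras2* was lower (-3.36). The Ras list did not pass camera (adjusted p = 0.141). The B cell gene *Cd79a* was lower in the same arrays (-2.76).
Of the measured genes of Table 3, 36 of 38 were higher, of Table 4 9 of 38, and of Table 5 8 of 8 were lower. The study chose these lists on the same arrays, so they are not independent evidence of a direction. With the values as deposited, 36 of the genes of Table 4 were higher, and with each array shifted to a common median 24 Rab and 8 Ras GTPases were higher.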

**Table 1:** Increases of large G-protein superfamily in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
G protein-coupled receptor 137B, pseudogene	Gpr137b-ps	11.6
regulator of G-protein signaling 18	Rgs18	9.5
G protein-coupled receptor 84	Gpr84	9.1
G protein-coupled receptor 141	Gpr141	6.3
G protein-coupled receptor 97	Gpr97	5.9
guanylate cyclase activator 1a (retina)	Guca1a	3.6
regulator of G-protein signaling 19	Rgs19	3.4
G protein-coupled receptor 108	Gpr108	3.4
GTP-binding protein 8 (putative)	Gtpbp8	3.4
IQ motif containing GTPase activating protein 2	Iqgap2	3.3
CAP, adenylate cyclase-associated protein 1 (yeast)	Cap1	3.0
G protein-coupled receptor 107	Gpr107	2.7
guanine nucleotide binding protein (G protein), gamma 12	Gng12	2.7
G protein-coupled receptor kinase 6	Grk6	2.7
Guanosine diphosphate (GDP) dissociation inhibitor 1	Gdi1	2.7
guanine nucleotide binding protein (G protein), beta 1	Gnβ1	2.6
GTP binding protein 1	Gtpbp1	2.6
guanine nucleotide binding protein (G protein), alpha inhibitor 2	Gnαi2	2.5
guanine nucleotide binding protein (G protein), beta 5	Gnβ5	2.4
ArfGAP with GTPase domain, ankyrin repeat and PH domain 1	Agap1	2.3
G-protein signalling modulator 2 (AGS3-like, C. elegans)	Gpsm2	2.2
developmentally regulated GTP binding protein 1	Drg1	2.2
SLIT-ROBO Rho GTPase activating protein 2	Srgap2	2.2
RAP1, GTP-GDP dissociation stimulator 1	Rap1gds1	2.2
G-protein signalling modulator 3 (AGS3-like, C. elegans)	Gpsm3	2.1
guanine nucleotide binding protein, alpha q polypeptide	Gnαq	2.1
guanine nucleotide binding protein (G protein), beta 2	Gnβ2	2.0
guanine nucleotide binding protein (G protein), gamma 5	Gnγ5	2.0

**Table 2:** Decreases of large G-protein superfamily in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
guanine nucleotide binding protein (G protein), gamma tran	Gnγt2	−2.0
guanylate binding protein 4	Gbp4	−2.2
regulator of G-protein signalling 10	Rgs10	−2.2
GTP binding protein (gene overexpressed in skeletal muscle)	Gem	−2.4
SLIT-ROBO Rho GTPase activating protein 3	Srgap3	−2.5
guanylate binding protein 3	Gbp3	−2.5
GTPase, IMAP family member 8	Gimap8	−2.8
purinergic receptor P2Y, G-protein coupled, 14	P2ry14	−3.0
GTPase, IMAP family member 1	Gimap1	−4.0
guanine nucleotide binding protein-like 3 (nucleolar)	Gnl3	−4.1
Rap guanine nucleotide exchange factor (GEF) 4	Rapgef4	−4.6
G protein-coupled receptor 18	Gpr18	−5.5
GTPase, very large interferon inducible 1 pseudogene	Gm4759	−5.8
guanylate binding protein 1	Gbp1	−5.9
G protein-coupled receptor 183	Gpr183	−7.5
G protein-coupled receptor 174	Gpr174	−7.6
GTPase, IMAP family member 4	Gimap4	−9.0
G protein-coupled receptor 171	Gpr171	−9.2
GTPase, IMAP family member 6	Gimap6	−14.0

**Table 3:** Increases of monomeric low-molecular-weight Ras GTPase superfamily in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
RAB3D, member RAS oncogene family	Rab3d	7.5
mitogen-activated protein kinase 3	Mapk3	7.3
Shc SH2-domain binding protein 1	Shcbp1	6.8
Rho GTPase activating protein 19	Arhgap19	6.4
mitogen-activated protein kinase-activated protein kinase 3	Mapkapk3	6.0
multiple EGF-like-domains 9	Megf9	5.9
RAB1B, member RAS oncogene family	Rab1b	5.4
mitogen-activated protein kinase 13	Mapk13	5.1
RAB37, member of RAS oncogene family	Rab37	5.0
p21 protein (Cdc42/Rac)-activated kinase 1	Pak1	4.9
Ras and Rab interactor 2	Rin2	4.9
RAB11B, member RAS oncogene family	Rab11b	4.7
RAB5B, member RAS oncogene family	Rab5b	4.4
MAP kinase-activated protein kinase 2	Mapkapk2	4.3
RAB18, member RAS oncogene family	Rab18	4.2
RAS related protein 2a	Rap2a	4.1
RAB28, member RAS oncogene family	Rab28	4.0
Rho guanine nucleotide exchange factor (GEF) 12	Arhgef12	4.0
RAB interacting factor	Rabif	3.8
mitogen-activated protein kinase kinase 4	Map2k4	3.8
thymoma viral proto-oncogene 1 interacting protein	Aktip	3.8
neuroblastoma ras oncogene	Nras	2.8
RAB31, member RAS oncogene family	Rab31	3.6
ras homolog gene family, member G	Rhog	3.5
CDC42 effector protein (Rho GTPase binding) 3	Cdc42ep3	3.5
Rab interacting lysosomal protein-like 2	Rilpl2	3.4
RAB27A, member RAS oncogene family	Rab27a	3.4
RAB24, member RAS oncogene family	Rab24	3.3
thymoma viral proto-oncogene 2	Akt2	3.3
mitogen-activated protein kinase kinase 1	Map2k1	3.2
JNK1/MAPK8-associated membrane protein	Jkamp	3.2
RAB18, member RAS oncogene family	Rab18	3.1
RAS-related C3 botulinum substrate 2	Rac2	3.1
mitogen-activated protein kinase kinase kinase kinase 4	Map4k4	3.0
mitogen-activated protein kinase kinase kinase 9	Map3k9	3.0
Rho GTPase activating protein 1	Arhgap1	3.0
RAB5C, member RAS oncogene family	Rab5c	2.9
RAB23, member RAS oncogene family	Rab23	2.8
Ras suppressor protein 1	Rsu1	2.8
Ras-like without CAAX 1	Rit1	2.8
Rac GTPase-activating protein 1	Racgap1	2.8

**Table 4:** Increases of additional monomeric low-molecular-weight Ras GTPase superfamily in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
mitogen-activated protein kinase 7	Mapk7	2.7
RAB22A, member RAS oncogene family	Rab22a	2.6
thymoma viral proto-oncogene 1	Akt1	2.6
MAPK scaffold protein 1	Mapksp1	2.5
Rho GTPase activating protein 30	Arhgap30	2.5
RAB11a, member RAS oncogene family	Rab11a	2.4
MAPK scaffold protein 1	Mapksp1	2.4
mitogen-activated protein kinase 6	Mapk6	2.4
Rac/Cdc42 guanine nucleotide exchange factor (GEF) 6	Arhgef6	2.4
RAB7, member RAS oncogene family	Rab7	2.3
RAB4B, member RAS oncogene family	Rab4b	2.3
ras homolog gene family, member U	Rhou	2.3
RAB6, member RAS oncogene family	Rab6	2.3
RAB32, member RAS oncogene family	Rab32	2.3
mitogen-activated protein kinase associated protein 1	Mapkap1	2.3
MAF1 homolog (S. cerevisiae)	Maf1	2.3
Ras homolog enriched in brain	Rheb	2.3
Ras association (RalGDS/AF-6) domain family member 5	Rassf5	2.3
ArfGAP with GTPase domain, ankyrin repeat and PH domain 1	Agap1	2.3
RAS guanyl releasing protein 4	Rasgrp4	2.3
RAB guanine nucleotide exchange factor (GEF) 1	Rabgef1	2.3
Rho family GTPase 1	Rnd1	2.2
Ras association (RalGDS/AF-6) domain family member 3	Rassf3	2.2
MAP kinase-activated protein kinase 5	Mapkapk5	2.2
mitogen-activated protein kinase kinase kinase kinase 2	Map4k2	2.2
Ras and Rab interactor-like	Rinl	2.2
RAB35, member RAS oncogene family	Rab35	2.2
Srgap2//SLIT-ROBO Rho GTPase activating protein 2	Srgap2	2.2
Rho GTPase activating protein 4	Arhgap4	2.2
Rho GTPase activating protein 11A	Arhgap11a	2.2
RAP1, GTP-GDP dissociation stimulator 1	Rap1gds1	2.2
mitogen-activated protein kinase kinase kinase 3	Map3k3	2.1
mitogen-activated protein kinase kinase 3	Map2k3	2.1
mitogen-activated protein kinase kinase 2	Map2k2	2.1
Rab acceptor 1 (prenylated)	Rabac1	2.1
Rho GTPase activating protein 15	Arhgap15	2.1
farnesyltransferase, CAAX box, alpha	Fntα	2.0
RAP2C, member of RAS oncogene family	Rap2c	2.0
RAB43, member RAS oncogene family	Rab43	2.0
RAB3 GTPase activating protein subunit 2	Rab3gap2	2.0

**Table 5:** Decreases of monomeric low-molecular-weight Ras GTPase superfamily in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
ras homolog gene family, member H	Rhoh	−2.4
SLIT-ROBO Rho GTPase activating protein 3	Srgap3	−2.5
ras homolog gene family, member Q	Rhoq	−2.7
Rho GTPase activating protein 12	Arhgap12	−3.4
thymoma viral proto-oncogene 3	Akt3	−3.4
RasGEF domain family, member 1B	Rasgef1b	−3.5
Rap guanine nucleotide exchange factor (GEF) 4	Rapgef4	−4.6
RAS guanyl releasing protein 1	Rasgrp1	−4.7
RAB30, member RAS oncogene family	Rab30	−5.2
RAS, guanyl releasing protein 3	Rasgrp3	−10.2

### Gene expression levels of cell cycle protein family in lal−/− MDSCs

The cell cycle consists of four distinct phases: G_1_ phase, S phase (synthesis), G_2_ phase and M phase (mitosis). The G_1_ checkpoint control mechanism ensures that everything is ready for DNA synthesis. DNA replication occurs during the S phase. During the interphase (cell grows), nutrients are accumulated and DNA is duplicated in cells. The G_2_ checkpoint control mechanism ensures that everything is ready to enter the M phase and divide. During the mitosis (M) phase, the cell splits itself into two distinct daughter cells. The cell cycle is precisely controlled by cyclin-dependent kinases (CDKs). CDK activity requires binding of regulatory subunit cyclins [21]. When activated by a bound cyclin, CDKs perform phosphorylation that activates or inactivates target proteins to orchestrate coordinated entry into the next phase of the cell cycle. 

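Of 34 genes of DNA replication 12 were higher in *lal−/−* MDSCs, 0 were lower and 22 did not pass the test, with a median log2 fold change of 0.63 (camera adjusted p = 1.41e-05, and adjusted p = 0.366 with an estimated correlation). *Rrm2*, a subunit of ribonucleotide reductase, was higher by 1.69 (standard error 0.25, adjusted p = 0.00270 from limma), *Rfc2*, a clamp loader subunit, by 1.74, and *Cdc45*, a part of the replicative helicase, by 1.62. Of 7 genes of Cdk inhibitors and related phosphatases *Cdkn3* (2.89), *Cdkn2c* (1.80) and *Cdkn2d* (1.76) were higher, 0 were lower and 4 did not pass (median 0.27, camera adjusted p = 0.0391, and adjusted p = 0.361 with an estimated correlation). Of 22 cyclins 6 were higher and 1 was lower, and of 19 Cdks 4 were higher and 0 lower, and neither list passed camera as a whole (adjusted p = 0.282 and 0.252). *Mki67*, the gene of the Ki-67 proliferation antigen, was 1.44-fold higher (adjusted p = 0.0161), below the fold threshold, and passed it with each array shifted to a common median (log2 fold change 1.08).
*Ms4a3*, known from granulocyte progenitors and already counted in the primary granule list, was higher by 3.65 on the log2 scale. Of 8 stem and progenitor markers *Myb* (1.70) and *Kit* (1.23) were higher, 0 were lower and 6 did not pass. The stem and progenitor list did not shift past the threshold (camera adjusted p = 0.0756). Of the 37 measured genes of Table 6, which the study chose on these arrays and which are not independent evidence, 25 were higher and 2 lower, in the direction of the table. The Cdk inhibitor list did not pass camera without *lal+/+* replicate 1 (median 0.30, adjusted p = 0.0658) or among the probe sets at or above the median level alone (adjusted p = 0.135). The cyclin and Cdk lists passed with each array shifted to a common median (adjusted p = 0.0191 and 0.0168).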

Gene expression of many Cdk and cyclin family members of the cell cycle were altered in *lal−/−* bone marrow MDSCs (Table 6). In *lal−/−* bone marrow MDSCs, gene expression of all four critical cyclins (A, B, D, E-type) as well as Cdk1, Cdk2, Cdk5, Cdk9 were up-regulated compared with wild type MDSCs (Table 6). 

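For the A type, *Ccna2* was 4.23-fold higher in *lal−/−* MDSCs (log2 fold change 2.08, standard error 0.13, adjusted p = 1.11e-04 from limma) and *Ccna1* did not pass the test (0.14). For the B type, *Ccnb2* was 4.15-fold higher (2.05, standard error 0.14, adjusted p = 1.29e-04) and *Ccnb3* did not pass (-0.01). For the D type, *Ccnd3* was 2.20-fold higher (1.14, adjusted p = 0.00136), *Ccnd2* was 2.75-fold lower (-1.46, adjusted p = 3.21e-04), and *Ccnd1* did not pass (-0.13, adjusted p = 0.558). For the E type, *Ccne2* was 2.28-fold higher (1.19, adjusted p = 6.53e-04) and *Ccne1* did not pass (-0.22). The other cyclins that rose were *Ccnc*, a partner of the Mediator kinase (1.57), and *Ccnf*, an F-box protein (1.11).
*Cdk1*, the kinase of mitotic entry, was 5.61-fold higher at 9.59 ± 0.00 against 7.10 ± 0.12 (SD, n = 2 arrays each), a log2 fold change of 2.49 (standard error 0.13, adjusted p = 6.64e-05). *Cdk2* was 3.70-fold, *Cdk5* 3.94-fold and *Cdk9* 2.08-fold higher, with log2 fold changes of 1.89, 1.98 and 1.06. *Cdk9* was 0.97 without *lal−/−* replicate 2, and *Ccnf* 0.96 with the values as deposited, both short of the fold threshold. *Cdk2*, *Cdk5*, *Ccne2* and *Ccnf* lay below the 95th percentile of the olfactory receptor probe sets (6.79) in *lal+/+* cells, so their folds are lower bounds. *Ccna1* (5.69 in *lal+/+* and 5.84 in *lal−/−* cells) and *Ccnb3* (3.73 and 3.71) lay below this percentile in both genotypes (6.29 in *lal−/−* cells). *Ccnd1* (6.56) did so in *lal+/+* cells. For these genes a missing call does not show an equal level. The sign turned for *Ccna1* without *lal+/+* replicate 1 (-0.10) or *lal−/−* replicate 1 (-0.04), for *Ccnb3* without *lal−/−* replicate 2 (0.09), and for *Ccnd1* without *lal−/−* replicate 1 (0.03).

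**Figure D3:**
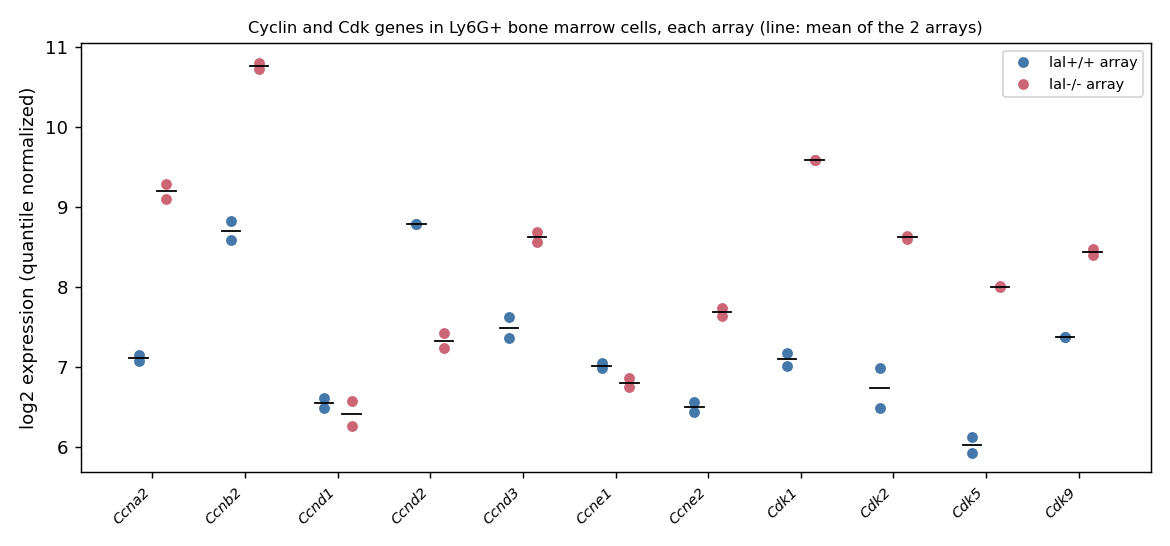
Log2 level of cyclin and Cdk genes on each of the 4 arrays after quantile normalization, with 1 point per array, colored by genotype, and a bar at the mean of each genotype. *Cdk1* lies higher in *lal−/−* cells and *Ccnd2* higher in *lal+/+* cells, while the arrays of *Ccnd1* overlap.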

When the cell cycle was studied, 4 times more *lal−/−* MDSCs (20.96%) were accumulated in the G2/M phases than wild type MDSCs (5.35%) (Figure 3A, B), suggesting that *lal−/−* bone marrow MDSCs are highly proliferative. This is consistent with our previous BrdU proliferation study [4].

**Figure 3:**
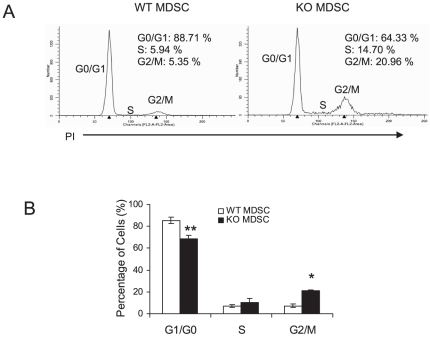
Cell cycle analysis of lal−/− bone marrow MDSCs. **A**). Cell cycle analysis of CD11b^+^ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice; **B**). The G1/G0 phase, S phase and G2/M phase of CD11b^+^Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice were statistically analyzed. Results are means of 4 independent FACS experiments. n = 4, **, p<0.01, *, p<0.5.

**Table 6:** Up-regulation of cyclin proteins in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
cyclin-dependent kinase inhibitor 3	Cdkn3	8.4
cyclin B1	Ccnb1	7.2
cell division cycle 2 homolog A (S. pombe)	Cdc2a	6.6
cyclin B2	Ccnb2	5.6
cell division cycle associated 8	Cdca8	5.4
cyclin A2 (S to G2 transition, KO embryonic lethality)	Ccna2	5.1
meiotic nuclear divisions 1 homolog (S. cerevisiae)	Mnd1	4.5
cell growth regulator with ring finger domain 1	Cgrrf1	4.4
cyclin-dependent kinase inhibitor 2D	Cdkn2d	4.2
cyclin-dependent kinase 2 (G1 to S transition)	Cdk2	4.0
cyclin-dependent kinase 5	Cdk5	4.0
CDC14 cell division cycle 14 homolog A (S. cerevisiae)	Cdc14a	3.8
cell division cycle associated 3	Cdca3	3.5
cell division cycle 45 homolog (S. cerevisiae)-like	Cdc45l	3.4
cyclin-dependent kinase inhibitor 2C (p18, inhibits CDK4)	Cdkn2c	3.4
cyclin C	Ccnc	3.3
cell division cycle 25 homolog C (S. pombe)	Cdc25c	3.3
cell division cycle associated 7	Cdca7	3.2
cell division cycle 25 homolog A (S. pombe).	Cdc25a	2.9
cell division cycle 20 homolog (S. cerevisiae)	Cdc20	2.9
cell division cycle 26	Cdc26	2.7
cyclin D3	Ccnd3	2.6
cell division cycle associated 2	Cdca2	2.6
CDC42 small effector 1	Cdc42se1	2.5
cyclin-dependent kinase 9 (CDC2-related kinase)	Cdk9	2.5
cell division cycle 34 homolog (S. cerevisiae)	Cdc34	2.4
cell division cycle 2-like 1	Cdc2l1	2.4
cell division cycle 123 homolog (S. cerevisiae)	Cdc123	2.3
cyclin-dependent kinase-like 2 (CDC2-related kinase)	Cdkl2	2.3
cyclin E2 (G1 to S transition)	Ccne2	2.3
cyclin-dependent kinase-like 2 (CDC2-related kinase)	Cdkl2	2.3
cell division cycle 2-like 6 (CDK8-like)	Cdc2l6	2.3
CDC42 small effector 2	Cdc42se2	2.2
protein interacting with cyclin A1	Proca1	2.3
cyclin G2	Ccng2	2.2
cell division cycle 37 homolog (S. cerevisiae)	Cdc37	2.1
cyclin I	Ccni	2.1
cyclin B1 interacting protein 1	Ccnb1ip1	−2.2
cyclin D2	Ccnd2	−2.4
growth arrest specific 5	Gas5	−3.3

The G_1_ cyclin-CDK complexes also promote the degradation of molecules (i.e. cyclins after using) that function as S phase inhibitors by targeting them for ubiquitination [21]. Once a protein has been ubiquitinated, it is targeted for proteolytic degradation by the proteasome. 

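Of 34 constitutive proteasome subunits 8 were higher in *lal−/−* MDSCs and 0 lower. The median log2 fold change was 0.77 (camera adjusted p = 2.64e-08, and adjusted p = 0.339 with an estimated correlation). The subunits of the regulatory particle *Psmd13* (1.81, standard error 0.18, adjusted p = 4.97e-04 from limma), *Psmd10* (1.40) and *Psmd5* (1.40) were among them, as was *Psmb3*, of the core particle, whose 2 probe sets gave 1.49 and 2.79. Of 5 genes of the immunoproteasome, the form induced by interferon-gamma, limma called 0 higher and 0 lower, and 2 had an unadjusted p under 0.05. Of 29 E2 ubiquitin-conjugating enzymes 4 were higher, *Ube2g2* (1.83), *Ube2a* (1.13), and *Ube2s* (1.41) and *Ube2c* (1.26), which serve the anaphase-promoting complex, and 0 were lower (median 0.29, camera adjusted p = 0.0470, and adjusted p = 0.529 with an estimated correlation). Of 46 ubiquitin-specific peptidases 5 were higher, led by *Usp46* (2.44), and *Usp31* was lower (-1.26), with a second probe set at -0.28 that did not pass. *Otub1*, which removes ubiquitin chains, was higher (2.05).
In Table 7, 15 genes were higher and 2 lower of 30 measured, and in Table 8, 7 were higher of 24 measured. With the values as deposited 27 genes of Table 7 and 22 of Table 8 were called in the direction of the table, against 17 and 7. Both lists were chosen by the study on these arrays and are not independent evidence. The count of higher constitutive subunits was 24 with each array shifted to a common median, where 1 immunoproteasome gene and 9 E2 enzymes were higher, and 21 with the values as deposited. The E2 list did not pass camera without *lal+/+* replicate 2 (adjusted p = 0.147) or *lal−/−* replicate 1 (adjusted p = 0.0602), or among the probe sets at or above the median level alone (adjusted p = 0.115).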

In *lal−/−* bone marrow MDSCs, gene expression of enzymes/protein factors involved in ubiquitination (Table 7) and proteasome subunits (Table 8) showed up-regulation, indicating an enhanced protein recycling activity.

**Table 7:** Gene expression changes of ubiquitination related proteins in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
ubiquitin specific peptidase 46	Usp46	5.4
OTU domain, ubiquitin aldehyde binding 1	Otub1	4.7
AN1, ubiquitin-like, homolog (Xenopus laevis)	Anubl1	4.0
ubiquitin-conjugating enzyme E2G 2	Ube2g2	3.9
ubiquitin specific peptidase 39	Usp39	3.7
ubiquitin-like 4	Ubl4	3.5
ubiquitin-conjugating enzyme E2, J2 homolog (yeast)	Ube2j2	3.0
ubiquitin-conjugating enzyme E2A, RAD6 homolog (S. cerevis	Ube2a	2.9
ubiquitin-conjugating enzyme E2S	Ube2s	2.9
ubiquitin fusion degradation 1 like	Ufd1l	2.9
ubiquitin-like domain containing CTD phosphatase 1	Ublcp1	2.9
ubiquitin-conjugating enzyme E2N	Ube2n	2.8
ubiquitin-fold modifier conjugating enzyme 1	Ufc1	2.7
ubiquitin-conjugating enzyme E2H	Ube2h	2.6
ubiquitin-associated protein 1	Ubap1	2.6
ubiquitin-conjugating enzyme E2C	Ube2c	2.5
ubiquitin specific peptidase 1	Usp1	2.4
WW domain containing E3 ubiquitin protein ligase 2	Wwp2	2.4
ubiquitin-fold modifier 1	Ufm1	2.4
similar to ubiquitin-conjugating enzyme E2N	LOC635086	2.3
ubiquitin-like modifier activating enzyme 3	Uba3	2.3
ubiquitin-like modifier activating enzyme 2	Uba2	2.2
ubiquitin interaction motif containing 1	Uimc1	2.2
ubiquitin specific peptidase 5 (isopeptidase T)	Usp5	2.2
ubiquitin-conjugating enzyme E2 variant 1	Ube2v1	2.2
ubiquitin-like 7 (bone marrow stromal cell-derived)	Ubl7	2.2
ubiquitin-like 3	Ubl3	2.1
ubiquitin-like modifier activating enzyme 1	Uba1	2.1
ubiquitin-conjugating enzyme E2, J1	Ube2j1	2.1
ubiquitin specific peptidase 22	Usp22	2.1
HECT domain and ankyrin repeat containing, E3 ubiquitin pr	Hace1	2.0
transmembrane and ubiquitin-like domain containing 2	Tmub2	2.0
ubiquitin protein ligase E3 component n-recognin 2	Ubr2	2.0
ubiquitin-conjugating enzyme E2M (UBC12 homolog, yeast)	Ube2m	2.0
ubiquitin specific peptidase 31	Usp31	−2.2
similar to ubiquitin-conjugating enzyme E2 va	LOC635992	−2.6
ubiquitin D	Ubd	−4.6

**Table 8:** Gene expression changes of proteasome protein subunits in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
proteasome (prosome, macropain) subunit, beta type 3	Psmb3	8.5
proteasome (prosome, macropain) 26S subunit, non-ATPase,	Psmd13	4.4
proteasome (prosome, macropain) 26S subunit, non-ATPase,	Psmd10	3.6
proteasome (prosome, macropain) 26S subunit, non-ATPase, 8	Psmd8	3.3
proteasome (prosome, macropain) 26S subunit, non-ATPase, 4	Psmd4	3.1
proteasome (prosome, macropain) subunit, beta type 1	Psmb1	3.0
proteasome (prosome, macropain) 26S subunit, non-ATPase, 5	Psmd5	2.9
proteasome (prosome, macropain) subunit, beta type 6	Psmb6	2.7
proteasome (prosome, macropain) subunit, beta type 2	Psmb2	2.6
proteasome (prosome, macropain) subunit, alpha type 2	Psma2	2.5
proteasome (prosome, macropain) subunit, beta type 5	Psmb5	2.5
proteasome (prosome, macropain) 26S subunit, ATPase, 6	Psmc6	2.5
proteasome (prosome, macropain) subunit, beta type 7	Psmb7	2.4
proteasome (prosome, macropain) subunit, alpha type 1	Psma1	2.4
proteasome (prosome, macropain) 28 subunit, beta	Psme2	2.4
proteasome (prosome, macropain) subunit, alpha type 7	Psma7	2.3
proteasome (prosome, macropain) 26S subunit, ATPase, 4	Psmc4	2.2
proteasome (prosome, macropain) 26S subunit, non-ATPase, 6	Psmd6	2.2
proteasome (prosome, macropain) subunit, beta type 4	Psmb4	2.1
proteasome (prosome, macropain) 26S subunit, non-ATPase, 7	Psmd7	2.1
proteasome (prosome, macropain) 26S subunit, non-ATPase, 2	Psmd2	2.1
proteasome (prosome, macropain) 26S subunit, ATPase 2	Psmc2	2.1
proteasome (prosome, macropain) assembly chaperone 1	Psmg1	2.1
proteasome (prosome, macropain) subunit, alpha type 4	Psma4	2.1

### Gene expression levels of histone cluster protein family and centromere protein family in lal−/− MDSCs

Cell proliferation and cell cycle are also controlled by the chromatin activity. The nucleosomes form the basic repeating units of chromatin in eukaryotes. The composition of the individual nucleosomes is fundamentally similar and consists of an octameric core of four types of histones (H2A, H2B, H3 and H4). The expression of the major histones is tightly regulated during the cell cycle, and the histones are deposited onto DNA in a process that is strictly coupled to DNA replication. However, histone variants are not subject to this stringent regulation, and are expressed throughout the cell cycle. Histone-variant exchange activities contribute to gene expression and other cellular events (i.e. formation of centromeric and telomeric chromatin during cell cycles) [22]. In *lal−/−* bone marrow MDSCs, gene expression of multiple histone variants were increased (Table 9). 

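Of 8 histone variants whose expression is not tied to DNA replication, 4 were higher in *lal−/−* MDSCs and 0 were lower. They were *Macroh2a2* (log2 fold change 1.65, standard error 0.26, adjusted p = 0.00356 from limma), *H2ax*, a variant that marks DNA breaks (1.59), *Cenpa*, the histone H3 of centromeres (1.17), and *Macroh2a1* (1.07). Their median was 1.03 (camera adjusted p = 0.00157, and adjusted p = 0.293 with an estimated correlation). Of 26 histones made with DNA replication 14 were higher and 1 was lower, with a median of 1.02 (camera adjusted p = 1.81e-07, and adjusted p = 0.282 with an estimated correlation). The increased genes included *H4c6* (3.17) and *H4c4* (3.16), of histone H4, *H2bc3* (2.52), of H2B, and *H2ac4* (2.47), of H2A, in current symbols. *H2bc4* was lower (-1.21).
Of the 20 measured genes of Table 9, a list the study chose on these arrays and so not independent evidence, 16 were higher and 1 was lower. Histone genes are near-identical copies, and only probe sets that name 1 gene were counted. *H2bc4* missed the fold threshold with the values as deposited (-0.80), with each array shifted to a common median (-0.62) and without *lal−/−* replicate 2 (-0.97), and *Macroh2a1* without *lal+/+* replicate 2 (1.00 after rounding) or *lal−/−* replicate 1 (0.97).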

The function of histone deposition onto DNA is also influenced by interacting with other associated proteins and by posttranslational modification (such as phosphorylation, methylation, and acetylation, polyADP ribosylation and monoubiquitylation) [22]. Alteration of gene expression of these factors was observed in *lal−/−* bone marrow MDSCs (Table 7 and Table S1).

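Of the 31 measured genes of Table S1, 17 were higher and 3 lower in *lal−/−* MDSCs, in the direction of the table, and 2 lay on the other side without passing the test. The study chose this list on the same arrays, so it is not independent evidence of a direction. The increases in the first part of the table are ordered by falling fold, so its first 3 genes are chosen by the size of their change. They were *Cep55*, of cytokinesis (log2 fold change 2.24, standard error 0.13, adjusted p = 9.11e-05 from limma), *Nusap1*, of the mitotic spindle (1.80), and *Smc2*, a condensin subunit (1.47). Of 11 histone deacetylases *Hdac3* was higher (1.02) and *Hdac9* lower (-1.13), and 9 did not pass. The median of the deacetylases, 0.09, turned to -0.07 with the values as deposited, and *Hdac3* then missed the fold threshold (0.89), as it did without *lal−/−* replicate 2 (0.99).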

**Table 9:** Up-regulation of histone cluster genes in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
histone cluster 1, H4d	Hist1h4d	11.2
histone cluster 1, H4m	Hist1h4m	9.4
histone cluster 1, H4f	Hist1h4f	9.3
histone cluster 1, H2bc	Hist1h2bc	8.1
histone cluster 1, H4b	Hist1h4b	7.6
histone cluster 2, H4	Hist2h4	7.4
histone cluster 1, H2be	Hist1h2be	6.7
histone cluster 1, H2bb	Hist1h2bb	5.8
histone cluster 1, H2ab	Hist1h2ab	5.2
histone cluster 1, H2an	Hist1h2an	4.3
histone cluster 1, H2bm	Hist1h2bm	4.2
histone cluster 1, H3g	Hist1h3g	4.0
histone cluster 1, H3f	Hist1h3f	3.9
histone cluster 1, H2ao	Hist1h2ao	3.8
H1 histone family, member 0	H1f0	3.7
histone cluster 1, H2af	Hist1h2af	3.7
histone cluster 4, H4	Hist4h4	3.6
H2A histone family, member X	H2afx	3.6
histone cluster 1, H3a	Hist1h3a	3.5
histone cluster 2, H3b	Hist2h3b	3.5
histone cluster 2, H2aa1	Hist2h2aa1	3.5
H2A histone family, member Y2	H2afy2	3.1
histone cluster 2, H2bb	Hist2h2bb	3.1
histone cluster 2, H3c1	Hist2h3c1	2.8
histone cluster 1, H2ak	Hist1h2ak	2.7
H2A histone family, member Y	H2afy	2.7
histone cluster 1, H4c	Hist1h4c	2.6
histone cluster 1, H1b	Hist1h1b	2.6
histone cluster 1, H2bh	Hist1h2bh	2.3
histone cluster 1, H2bg	Hist1h2bg	2.2
H2A histone family, member Z	H2afz	2.1
H3 histone, family 3B	H3f3b	2.0
histone cluster 1, H1a	Hist1h1a	2.0

During the M phase of cell cycle, the centromeric histones (i.e. CENPA) are required for chromosome segregation. They form centromere that is the site of spindle attachment to the chromosomes during mitosis. 

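Of 20 centromere proteins 13 were higher in *lal−/−* MDSCs and 0 lower. The increases were led by *Cenph* (log2 fold change 2.52, standard error 0.30, adjusted p = 0.00114 from limma), *Cenpf* (2.00), *Cenpu* (1.88) and *Cenpq* (1.87), and the median was 1.61 (camera adjusted p = 3.49e-08, and adjusted p = 0.339 with an estimated correlation). Of 20 kinetochore and spindle checkpoint genes 14 were higher and 0 lower, with a median of 1.47 (camera adjusted p = 2.48e-09, and adjusted p = 0.282 with an estimated correlation). *Nuf2* (2.60), *Spc25* (2.48) and *Spc24* (2.48) encode subunits of the NDC80 complex, which binds spindle microtubules, and *Bub1* (2.57) encodes a kinase of the spindle checkpoint. Of the 31 measured genes of Table 10, which the study chose on these arrays and which are not independent evidence, 23 were higher and 1 lower as listed, and 2 lay on the other side without passing the test.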

Gene expression of multiple centromeric and telomeric histones along with other M phase chromosome structural proteins (i.e. kinetochore protein subunits) was increased in *lal−/−* bone marrow MDSCs (Table 10).

**Table 10:** Gene expression changes of centromere protein and chromosome structural genes in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
centromere protein H	Cenph	6.1
centromere protein F	Cenpf	4.2
centromere protein Q	Cenpq	3.8
centromere protein K	Cenpk	3.6
centromere protein J	Cenpj	3.5
centromere protein L	Cenpl	3.4
centromere protein E	Cenpe	3.2
centromere protein P	Cenpp	2.8
centromere protein A	Cenpa	2.7
centromere protein O	Cenpo	2.2
NUF2, NDC80 kinetochore complex component, homolog (S. cerevisia	Nuf2	6.5
SPC25, NDC80 kinetochore complex component, homolog (S. cerevisia	Spc25	6.5
SPC24, NDC80 kinetochore complex component, homolog (S. cerevisia	Spc24	6.1
NDC80 homolog, kinetochore complex component (S. cerevisia	Ndc80	3.6
kinetochore associated 1	Kntc1	2.1
Zwilch, kinetochore associated, homolog (Drosophila)	Zwilch	2.1
Centrosomal protein 55	Cep55	4.9
nucleolar and spindle associated protein 1	Nusap1	3.8
structural maintenance of chromosomes 2	Smc2	3.6
spindle assembly 6 homolog (C. elegans)	Sass6	3.5
chromatin modifying protein 4B	Chmp4b	2.6
protection of telomeres 1A	Pot1a	2.5
chromatin modifying protein 2A	Chmp2a	2.4
inner centromere protein	Incenp	2.3
chromatin modifying protein 5	Chmp5	2.3
regulator of chromosome condensation (RCC1) and BTB (POZ)	Rcbtb2	2.2
chromatin accessibility complex 1	Chrac1	2.2
Centrosome and spindle pole associated protein 1	Cspp1	2.1
chromatin modifying protein 1B	Chmp1b	2.1
chromodomain helicase DNA binding protein 7	Chd7	2.0
regulator of chromosome condensation (RCC1) and BTB (POZ)	Rcbtb1	−2.4

### Gene expression levels of metabolic proteins involved in glycolysis and citric acid cycles in lal−/− MDSCs

Metabolism provides the cell with the energy and resources to support cell growth. Glucose serves as a fuel for ATP generation. Glycolysis occurs in the cytosol. The link between glycolysis and citric acid cycle is the oxidative decarboxylation of pyruvate to form acetyl CoA. In the matrix of mitochondrial, the citric acid cycle is the final common pathway for the oxidation of fuel molecules. It also serves as a source of building blocks for biosyntheses. Many enzymes that are involved in the glycolytic pathway (hexokinase, glucose phosphate isomerase, aldolase, triosephosphate isomerase, glyceraldehyde-3-phosphate dehydrogenase, phosphoglycerate kinase, enolase, pyruvate kinase) and the citric acid cycle (isocitrate dehydrogenase 1, succinate dehydrogenase complex, subunit B, malate dehydrogenase 2) were up-regulated in *lal−/−* bone marrow MDSCs (Table 11). In addition, gene expression of both lactate dehydrogenase A and B was up-regulated in *lal−/−* bone marrow MDSCs (Table 11), a pathway generally used by cancer cells (Warburg effect). 

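Of 17 glycolytic genes 6 were higher in *lal−/−* MDSCs and 0 lower. They were *Hk2* (log2 fold change 1.88, standard error 0.16, adjusted p = 3.13e-04 from limma) and *Hk3* (1.21), of hexokinase, *Aldoa*, of aldolase (1.14), *Tpi1*, of triosephosphate isomerase (1.28), *Pgk1*, of phosphoglycerate kinase (1.24), and *Pgam1*, of phosphoglycerate mutase (1.33). *Pkm*, of pyruvate kinase, was 1.67-fold higher (adjusted p = 0.00444), below the fold threshold, and passed it with each array shifted to a common median (1.26), the mean of its probe sets (1.07) or the values as deposited (1.08). The 2 probe sets of *Hk1* differed, the brighter at -0.31 without passing the test and the other at 1.67 (adjusted p = 0.00103). The median of the list was 0.57 (camera adjusted p = 0.00671, and adjusted p = 0.358 with an estimated correlation).
Of 20 genes of the citric acid cycle, *Idh1* (1.72, standard error 0.15, adjusted p = 3.20e-04), whose product is cytosolic, *Mdh2* (1.43) and *Sdhb* (1.34) were higher, 0 were lower and 17 did not pass. This list had a median of 0.45 and did not pass camera (adjusted p = 0.0793), whereas with each array shifted to a common median 8 genes were higher (camera adjusted p = 2.79e-04). It also passed without *lal+/+* replicate 1 (adjusted p = 0.0418), where 5 genes were higher. *Sdhb* missed the fold threshold without *lal+/+* replicate 2 (0.99). Of the 21 measured genes of Table 11, 18 were higher, in a list that the study chose on these arrays and that is not independent evidence.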

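*Ldha*, whose product favors the reduction of pyruvate to lactate, was 2.21-fold higher in *lal−/−* MDSCs, at a log2 level of 10.46 ± 0.06 (SD, n = 2 arrays) against 9.32 ± 0.05 (SD, n = 2 arrays). Its log2 fold change was 1.15 (standard error 0.12, adjusted p = 6.84e-04 from limma). *Ldhb* was at least 2.94-fold higher, at 7.01 ± 0.03 against 5.45 ± 0.05 (SD, n = 2 arrays each), with a log2 fold change of 1.56 (standard error 0.12, adjusted p = 2.09e-04). Its level in *lal+/+* cells lay below the 95th percentile of the olfactory receptor probe sets (6.79), near that of silent genes, so its fold is a lower bound. The other 2 of 4 lactate dehydrogenase genes did not pass the test, and the list as a whole had a camera adjusted p of 0.0756 and a fry adjusted p of 0.00366.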

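Of 10 genes of the pentose phosphate pathway 4 were higher in *lal−/−* MDSCs and 0 lower. Beside *G6pd2* they were *Tkt*, transketolase (log2 fold change 2.60, standard error 0.15, adjusted p = 8.56e-05 from limma), *Pgd*, phosphogluconate dehydrogenase (1.94), and *Rpe*, ribulose-phosphate epimerase (1.74). The median was 0.66 (camera adjusted p = 8.58e-04, and adjusted p = 0.284 with an estimated correlation). Of 10 genes of glycogen metabolism 6 were higher and 0 lower, with a median of 1.1 (camera adjusted p = 0.00123, and adjusted p = 0.382 with an estimated correlation). They included *Gys1*, glycogen synthase (2.52), *Gbe1*, the branching enzyme (2.23), and *Gyg*, glycogenin (1.81), of synthesis, and *Pgm1*, a phosphoglucomutase, of both synthesis and breakdown (1.20). Of the 7 measured genes of Table S2, 6 were higher, in a list that the study chose on these arrays and that is not independent evidence.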

Some enzymes in the pentose phosphate pathway (energy conservation for biosynthetic purposes) and glycogen synthesis (storage form of glucose and metabolic energy) were also up-regulated in *lal−/−* bone marrow MDSCs (Table S2).

**Table 11:** Up-regulation of metabolic enzyme genes in glycolysis, citric acid cycle and glycogen syntheses in *lal−/−* bone marrow MDSCs.

Genes of glycolysis	Symbol	Fold
hexokinase 2	Hk2	3.8
hexokinase 1	Hk1	3.2
hexokinase 3	Hk3	2.7
glucose phosphate isomerase 1	Gpi1	5.2
aldolase A, fructose-bisphosphate	Aldoa	2.9
fructose bisphosphatase 1	Fbp1	11.0
triosephosphate isomerase 1	Tpi1	3.3
glyceraldehyde-3-phosphate dehydrogenase	Gapdh	5.0
phosphoglycerate kinase 1	Pgk1	2.6
phosphoglycerate mutase 1	Pgam1	5.3
phosphoglucomutase 1	Pgm1	2.6
phosphoglucomutase 2	Pgm2	2.2
enolase 1, alpha non-neuron	Eno1	6.0
pyruvate kinase, muscle	Pkm2	2.2
solute carrier family 2 (facilitated glucose transporter), or Glut3	Slc2a3	4.0
**Genes of aerobic glycolysis**		
lactate dehydrogenase A	Ldha	3.1
lactate dehydrogenase B	Ldhb	2.7
**Genes of citric acid cycle**		
pyruvate dehydrogenase kinase, isoenzyme 3	Pdk3	6.3
isocitrate dehydrogenase 1 (NADP+), soluble	Idh1	4.5
Succinate dehydrogenase complex, subunit B, iron sulfur (Ip	Sdhb	3.4
Succinate dehydrogenase complex, subunit B, iron sulfur (Ip	Sdhb	3.4
malate dehydrogenase 2, NAD (mitochondrial)	Mdh2	3.7
**Genes of glycogen synthesis**		
liver glycogen phosphorylase	Pygl	2.7
amylo-1,6-glucosidase, 4-alpha-glucanotransferase	Agl	5.9
NM_028132//phosphoglucomutase 2	Pgm2	2.2
UDP-glucose pyrophosphorylase 2	Ugp2	2.4
glycogen synthase 1, muscle	Gys1	6.1

### Gene expression levels of mitochondrial respiratory assembly and energy generating proteins in lal−/− MDSCs

Mitochondria are the powerhouse for cells. In order to support robust cell proliferation, ATP synthesis is required. In mitochondrial oxidative phosphorylation, the synthesis of ATP is coupled to the flow of electrons from NADH or FADH2 to O_2_ by a proton gradient across the inner mitochondrial membrane and a series of electron carriers, such as NADH dehydrogenases and the cytochromes [23]. The synthesis of ATP is carried out by mitochondrial ATPase in the inner mitochondrial membrane. In *lal−/−* bone marrow MDSCs, the ATP concentration was significantly increased compared with wild type mice (Figure 4A). As demonstrated in Table 12, 13, expression of multiple NADH dehydrogenase subunits, cytochrome subunits, and mitochondrial ATPase were all up-regulated in *lal−/−* bone marrow MDSCs. 

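Of 34 nuclear-encoded subunits of complex I, the NADH dehydrogenase, 13 were higher in *lal−/−* MDSCs and 0 lower, with a median log2 fold change of 0.87 (camera adjusted p = 9.15e-07, and adjusted p = 0.282 with an estimated correlation). They included *Ndufb7* (1.89, standard error 0.12, adjusted p = 1.22e-04 from limma), *Ndufv3* (1.65) and *Ndufa7* (1.40). *Ndufs5* stood apart at 5.21 (standard error 0.12, adjusted p = 1.52e-05), from 5.43 ± 0.01 (SD, n = 2 arrays) in *lal+/+* cells, near the level of silent genes. This is a lower bound for the signal of the probe set only. A loss of signal in it cannot be told apart from a loss of transcript. A second probe set, which reads *Ndufs5* together with a pseudogene, was higher by 1.84, from 9.475 in *lal+/+* cells. Of the 2 measured genes that the mitochondrial genome encodes, *ND3* was lower (-1.95) and the other did not pass (camera adjusted p = 0.00414, and adjusted p = 0.361 with an estimated correlation).
Of 9 subunits of complex III, *Uqcrc1* (1.59) and *Uqcr11* (1.48, with a second probe set at 0.93 that did not pass) were higher and 0 were lower (median 0.49, camera adjusted p = 0.00313, and adjusted p = 0.358 with an estimated correlation). Of 17 nuclear-encoded subunits of complex IV, *Cox6b2* was higher (1.68) and the list did not pass camera (adjusted p = 0.0866). Of 14 subunits of ATP synthase, *Atp5e* was higher (1.47), with a median of 0.51 (camera adjusted p = 0.0189, and adjusted p = 0.339 with an estimated correlation).
Of the measured genes of Table 12, 15 were higher and 1 lower of 25, and of Table 13 8 of 12 were higher. As the study chose both lists on these arrays, they are not independent evidence. With each array shifted to a common median the higher subunits numbered 23 for complex I, 6 for complex III, 3 for complex IV, whose list then passed camera (adjusted p = 0.0220), and 6 for ATP synthase. The ATP synthase list did not pass among the probe sets at or above the median level alone (adjusted p = 0.0963).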

Of the 85 mitochondrial respiratory chain subunits, 13 are synthesized within the organelle by the mitochondrial ribosome [24]. 

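Of 77 mitochondrial ribosomal proteins 12 were higher in *lal−/−* MDSCs and 0 lower, and 65 did not pass the test. They included *Mrpl45* (log2 fold change 1.98, standard error 0.19, adjusted p = 5.19e-04 from limma), of the large subunit, and *Mrps18a* (1.79), *Mrps35* (1.66) and *Mrps15* (1.52). The median of the list was 0.38 (camera adjusted p = 4.55e-04, and adjusted p = 0.282 with an estimated correlation). Of the 18 genes of Table S3 12 were higher, in a list that the study chose on these arrays and that is not independent evidence. The number of higher genes in the whole family was 24 with each array shifted to a common median.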

Gene expression of multiple mitochondrial ribosomal protein subunits were also up-regulated in *lal−/−* bone marrow MDSCs (Table S3), indicating the increased activity of protein synthesis within the mitochondria to meet the demand of ATP production. Despite increased mitochondrial activities and ATP synthesis, the membrane potential was reduced (Figure 4B), an indication of the functional impairment of mitochondria in *lal−/−* bone marrow MDSCs.

**Figure 4:**
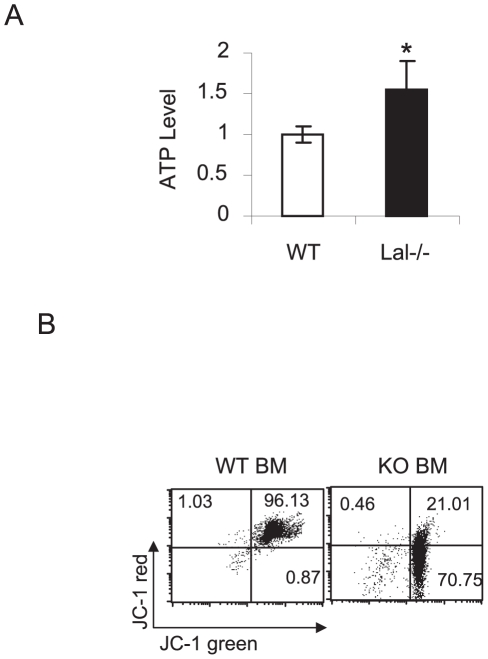
ATP production and mitochondrial potential analyses of lal−/− bone marrow MDSCs. **A**). ATP concentrations in Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice. Results are means of 4 independent experiments. n = 3, **, p<0.01, *, p<0.5; **B**). Mitochondrial membrane potential of CD11b^+^Ly6G^+^ MDSCs from the bone marrow of *lal+/+* mice and *lal−/−* mice was analyzed by JC-1 staining. Positive staining of JC-1 red represents healthy mitochondria. Transition from negative staining of JC-1 red to positive staining of JC-1 green represents impaired mitochondrial potential.

**Table 12:** Up and down-regulation of mitochondrial NADH dehydrogenases in *lal−/−* bone marrow MDSCs.

Genes	Symbol	Fold
NADH dehydrogenase (ubiquinone) Fe-S protein 5	Ndufs5	38.5
NAD(P)H dehydrogenase, quinone 2	Nqo2	6.3
NADH dehydrogenase Fe-S protein 5 pseudogene	BC002163	4.9
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 7	Ndufb7	4.4
NADH dehydrogenase (ubiquinone) flavoprotein 3	Ndufv3	4.3
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 11	Ndufa11	3.6
NADH dehydrogenase (ubiquinone) 1 beta subcomplex 8	Ndufb8	3.6
NADH dehydrogenase (ubiquinone) Fe-S protein 4	Ndufs4	3.2
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 6	Ndufb6	3.2
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex 11	Ndufa11	3.2
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 7	Ndufa7	3.1
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 2	Ndufa2	3.0
NADH dehydrogenase (ubiquinone) 1 beta subcomplex 3	Ndufb3	2.9
NADH dehydrogenase (ubiquinone) 1 beta subcomplex 4	Ndufb4	2.9
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 3	Ndufa3	2.8
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 8	Ndufa8	2.7
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 1	Ndufa1	2.5
NADH dehydrogenase (ubiquinone) Fe-S protein 6	Ndufs6	2.4
NADH dehydrogenase (ubiquinone) flavoprotein 1	Ndufv1	2.4
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 2	Ndufb2	2.4
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 13	Ndufa13	2.3
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 9	Ndufb9	2.2
NADH dehydrogenase (ubiquinone) Fe-S protein 2//1 H3	Ndufs2	2.2
NAD(P)H dehydrogenase, quinone 1	Nqo1	2.2
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 10	Ndufb10	2.2
NADH dehydrogenase (ubiquinone) flavoprotein 2	Ndufv2	2.1
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 12	Ndufa12	2.1
NADH dehydrogenase (ubiquinone) 1 beta subcomplex, 11	Ndufb11	2.0
NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, asse	Ndufaf4	−2.6
NADH dehydrogenase subunit 1	ND1	−2.7
NADH dehydrogenase subunit 4L	ND4L	−4.0

**Table 13:** Up-regulation of cytochrome and ATP synthesis subunits in *lal−/−* bone marrow MDSCs.

Genes of cytochrome subunits	Symbol	Fold
cytochrome b-245, alpha polypeptide	Cyba	8.6
cytochrome b5 reductase 4	Cyb5r4	5.1
cytochrome c oxidase subunit VIb polypeptide 2	Cox6b2	3.4
cytochrome b5 reductase 4	Cyb5r4	3.4
ubiquinol-cytochrome c reductase (6.4 kD) subunit	Uqcr	3.3
ubiquinol-cytochrome c reductase core protein 1	Uqcrc1	3.4
cytochrome P450, family 51	Cyp51	3.1
cytochrome P450, family 4, subfamily f, polypeptide 18	Cyp4f18	3.1
cytochrome b-245, beta polypeptide	Cybb	2.9
cytochrome c-1	Cyc1	2.5
ubiquinol-cytochrome c reductase, complex III subunit VII	Uqcrq	2.5
cytochrome c oxidase, subunit VIIa 2	Cox7a2	2.4
P450 (cytochrome) oxidoreductase	Por	2.4
cytochrome c oxidase subunit IV isoform 1	Cox4i1	2.1

## Discussion

LAL plays an important role in controlling inflammation. Genetic ablation of LAL function leads to systemic expansion of MDSCs. The aggressive behavior of MDSCs in *lal−/−* mice relies on their intrinsic malfunction. The gene profile analysis reveals the underneath mechanisms by which LAL regulates MDSCs development and homeostasis. It is surprising that MDSCs in *lal−/−* animal model share many characteristics used by cancer cells.

### Activation of G-protein superfamily

LAL deficiency leads to vast changes of the G-protein signaling pathways (both large and small GTPases) in *lal−/−* bone marrow MDSCs (Table 1, 2, 3, 4, 5). Especially, multiple components of small GTPases are up-regulated. Since G-protein signaling pathways are well known for their diverse functions in cells (such as glucose metabolism, ion channels, transcription, motility, and secretion) [25], [26], ups and downs of these genes exert their profound pathological influences on MDSCs development and homeostasis in *lal−/−* mice. Among changed small GTPases, 1) Ras GTPases activate the Raf/Mek/Erk pathway, which mediates cell growth and cell-cycle entry by phosphorylation of transcription factors, MNK (MAPK-interacting serine/threonine kinase) family of kinases, and the PI3K/AKT pathway to control cell survival, growth and metabolism. Multiple Ras GTPases downstream effectors were up-regulated (Table 3, 4, 5). For example, Erk (Mapk3) was up to 7.3 folds, and p38 (Mapk13) was up to 5.1 folds. 

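*Mapk13*, which encodes p38δ, was 4.11-fold higher in *lal−/−* MDSCs, at a log2 level of 9.44 ± 0.19 (SD, n = 2 arrays) against 7.40 ± 0.03 (SD, n = 2 arrays). Its log2 fold change was 2.04 (standard error 0.14, adjusted p = 1.43e-04 from limma). Of 41 kinases of the MAPK cascades 9 were higher, among them *Mapkapk3* (2.43) and *Mapkapk2* (1.82), which act downstream of p38, and *Map2k4*, an activator of JNK and p38 (1.55). *Map4k1*, a kinase of hematopoietic cells, was lower (-1.06). The list had a median of 0.24 and did not pass camera (adjusted p = 0.0654). At a common median of the arrays 15 were higher and the list passed (median 0.50, camera adjusted p = 0.0118), while *Map4k1* missed the fold threshold (-0.73), as it did with the values as deposited (-0.91) and without *lal−/−* replicate 2 (-0.76). The list also passed without *lal+/+* replicate 1 (adjusted p = 0.0341) and without *lal−/−* replicate 1 (adjusted p = 0.0447).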

We reported previously that the phosphorylation levels of both Erk and p38 are substantially increased in *lal−/−* bone marrow MDSCs [4]; 2) Rho GTPases organize actin cytoskeleton, cell adhesion and cell motility. They promote cell-cycle progression through G1 by regulating cyclin D1 and cyclin-dependent inhibitors p21 and p27 [19]; 3) Rab GTPases regulate receptor internalization, vesicle formation and trafficking to various cellular sites, including the nucleus, lysosome and plasma membrane. Through regulation of endocytic trafficking, they integrate multiple signaling pathways that are involved in cellular proliferation, apoptosis and migration. Gene expression of multiple Rab GTPase-regulated membrane vesicle traffic effectors that mediate vesicle intracellular transport, including actin-dependent motors (myosins) or microtubule-dependent motors (kinesins or dyneins) (Table S4), and tethering factors (exocyst, trafficking protein particle complex or TRAPPC, vacuole protein sorting or VPS) (Table S5) [27] were significantly altered in *lal−/−* bone marrow MDSCs. 

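Of 37 kinesins 8 were higher in *lal−/−* MDSCs and 0 lower, with a median log2 fold change of 0.38 (camera adjusted p = 0.00124, and adjusted p = 0.284 with an estimated correlation). The increased genes that led the list, *Kif15* (2.57, standard error 0.14, adjusted p = 7.43e-05 from limma), *Kif4* (2.36), *Kif11* (2.35) and *Kif2c* (2.03), encode motors of the mitotic spindle and chromosomes. Of 37 myosins 0 were higher and *Myo1e* (-2.91), *Myo9a* (-1.60) and *Myo10* (-1.07) were lower, with a median of 0.09, a mean of -0.05 and no shift of the list (camera adjusted p = 0.574). The myosin light chain gene *Myl2* of Table S4, which is not in this list, was higher (1.56, adjusted p = 2.93e-04 from limma). Of 12 dyneins *Dync2li1* (1.21) and *Dync1i2* (1.09) were higher (median 0.35, camera adjusted p = 0.0396, and adjusted p = 0.462 with an estimated correlation).
Among the tethering factors, 4 of 8 exocyst subunits were higher, led by *Exoc1* (1.66) and *Exoc3* (1.44), with a median of 0.98 (camera adjusted p = 8.32e-04, and adjusted p = 0.366 with an estimated correlation). 7 of 13 TRAPP subunits were higher, led by *Trappc4* (1.83) and *Trappc3* (1.63), with a median of 1.01 (camera adjusted p = 2.17e-04, and adjusted p = 0.284 with an estimated correlation). 10 of 33 VPS proteins were higher, led by *Vps26b*, of the retromer (1.73), with a median of 0.60 (camera adjusted p = 0.00101, and adjusted p = 0.366 with an estimated correlation). No member of these 3 lists was lower.
Of the measured genes of Table S4, 12 were higher and 4 lower of 25, and of Table S5 21 of 28 were higher, in lists that the study chose on these arrays and that are not independent evidence. With each array shifted to a common median 13 kinesins were higher, 4 myosins were higher, among them *Myh9* (1.30, against 0.64) and *Myo5a* (1.37, against 0.77), 6 dyneins were higher, and *Myo10* missed the fold threshold (-0.90), as it did narrowly without *lal−/−* replicate 1. The mean of the 13 probe sets of *Myo9a* missed it too (-0.62), and *Dync1i2* without *lal+/+* replicate 2 (0.95). The median of the myosins turned to -0.12 with the values as deposited, and the dynein list did not pass camera without *lal+/+* replicate 2 (adjusted p = 0.128) or among the probe sets at or above the median level alone (adjusted p = 0.117).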

Farnesylation on G-proteins is a critical step for membrane binding and biological function. 

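*Fnta*, which encodes the α subunit shared by farnesyltransferase and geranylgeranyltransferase I, was 1.61-fold higher in *lal−/−* MDSCs. Its log2 level was 8.68 ± 0.12 (SD, n = 2 arrays) against 7.99 ± 0.23 (SD, n = 2 arrays) in *lal+/+* cells, a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.0151 from limma). It passed the adjusted p but not the fold threshold, and passed both with each array shifted to a common median (1.17).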

Farnesyltransferase expression that farnesylates Ras on the CAAX motif was increase 2 folds in *lal−/−* bone marrow MDSCs (Table 3, 4, 5).

### Cell cycle and Histone cluster genes

The second group of disregulation in *lal−/−* bone marrow MDSCs belongs to cell cycle genes (Table 6). These cell cycle related genes control proper progression of the cell cycle by checkpoints that sense possible defects during DNA synthesis and chromosome segregation [21]. It has been demonstrated that CDK1 (6.6 fold increase) alone can drive the cell cycle in most mammalian cells [21]. Up-regulation of Cdk2, Cdk5, Cdk9 suggests that *lal−/−* bone marrow MDSCs acquire specific needs for the activities of these Cdks during development and homeostasis. Importantly, all Cdk regulatory cyclins (A, B, D, E-type) that are required for phase entering of the cell cycle were up-regulated, suggesting constitutive mitogenic signaling and defective responses to anti-mitogenic signals under the pressure of Ras GTPases overactivation that contribute to unscheduled proliferation during LAL deficiency. Up-regulation of enzymes/protein factors that are involved in ubiquitination and proteasome (Table 7 & 8) further suggests the higher cell cycle activity in *lal−/−* bone marrow MDSCs. Ubiquitin and ubiquitin-like molecules direct proteins to proteolysis within proteasome for recycling, which is required in a wide variety of cellular processes, including cell cycle and division, DNA transcription and repair, biogenesis of organelles, modulation of cell surface receptors, ion channels and the secretory pathway, response to stress and extracellular modulators, ribosome biogenesis [21], [28].

Another evidence of enhanced cell proliferation in *lal−/−* bone marrow MDSCs is up-regulation of multiple members of histone cluster genes (Table 9). Changes of these histone variants and associate factors set up an epigenetic microenvironment that preferentially favor certain gene expression and cellular events to promote MDSCs expansion in *lal−/−* mice. In addition to control gene expression, histone-variants exchange activities contribute to formation of centromeric and telomeric chromatin during cell cycles. A centromere is a region of DNA on chromosome where two identical sister chromatids come closest in contact. It is involved in cell division as the point of mitotic spindle attachment. During mitotic division, kinetochore is formed on top of the centromeres. The kinetochores are the sites where the spindle fibers attach. Kinetochores and the spindle apparatus are responsible for the movement of the two sister chromatids to opposite poles of dividing cell nucleus during anaphase. Up-regulation of centromeric and telomeric histones along with other M phase chromosome structural proteins demonstrated the increased activity of cell division in *lal−/−* bone marrow MDSCs (Table 10). This was further supported by the cell cycle analysis, in which *lal−/−* bone marrow MDSCs in G1/M phases were around 4 times more compared with wild type MDSCs (Figure 3).

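Of 31 genes of mitosis 27 were higher in *lal−/−* MDSCs, 0 were lower and 4 did not pass the test. Its leading members, *Bub1*, *Cdk1*, *Kif4* and *Kif11*, act in the spindle checkpoint, in mitotic entry, on chromosome arms and on the spindle poles. *Shcbp1*, which binds the centralspindlin complex at the midbody, is not in this list and rose by 2.69 on the log2 scale (standard error 0.14, adjusted p = 6.68e-05 from limma). The median log2 fold change of the list was 1.66. The shift of the list had a camera adjusted p of 4.19e-13, and the adjusted p was 0.282 with an estimated correlation. In the same arrays 6 of 8 primary granule genes were higher and 0 lower (median 2.20). Of 16 B cell markers 10 were lower and 0 higher (-2.01), and of 13 monocyte and macrophage markers 7 were lower and 1 higher (-1.20). The arrays do not separate a shift in cell stage from a change within cells of an unchanged stage. From the increase of centromere and kinetochore genes, together with the larger share of *lal−/−* MDSCs in the late phases of the cell cycle (Figure 3), the paper concludes that cell division was more active in these cells.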

### Metabolism and bioenergetics

Another similarity between *lal−/−* bone marrow MDSCs and cancer cells is reprogramming of energy metabolism. First, cells rely on mitochondrial oxidative phosphorylation to provide energy (ATP production) for cellular activities in normal conditions. Cancer cells are characterized by increased glycolysis and reduced mitochondrial respiratory function [24]. The electron flow through the respiratory chain is substantially lower in malignant cells leading to oxidative stress and increased ROS production. Similar to cancer cells, multiple enzymes and proteins in glycolysis and citric acid cycles were up-regulated in *lal−/−* bone marrow MDSCs (Table 11). Interestingly, the mitochondrial function in *lal−/−* bone marrow MDSCs was impaired (Figure 4B) despite increased expression of respiratory chain proteins (including NADH dehydrogenases, cytochrome proteins, ATPases and mitochondrial ribosomal proteins) (Table 12, 13) and increased ATP production (Figure 4 A) compared with those in wild type counterparts. Second, pyruvate (the end product of glycolysis) is imported into mitochondria and enters the citric acid cycle in normal cells. Cancer cells use an altered metabolic pattern by taking up much more glucose and mainly process it through aerobic glycolysis, producing large quantities of secreted lactate by lactate dehydrogenase (LDH) with a lower use of oxidative phosphorylation [23], [29]. This metabolic switch by aerobic glycolysis is advantageous to cancers cells to allow them better surviving, producing intermediates for cell growth and division. Similar to cancer cells, *lal−/−* bone marrow MDSCs showed increased gene expression of both lactate dehydrogenase A and B (Table 11), which keep pyruvate away from the mitochondria. This observation indicates that LAL-controlled neutral lipid metabolism plays a critical role in preventing metabolic switch from oxidative phosphorylation to aerobic glycolysis in myeloid lineage cells.

In addition to generate energy for the cell (ATP) and produce substrates to synthesize amino acids, nucleosides, and fatty acids, normal cells use both glucose and glutamine as substrates to regulate the redox potential to minimize the effects of reactive oxygen species (ROS) that damage membranes, proteins and cause mutations in a cell. Similar to cancer cells, the concentration of ROS was significantly increased in *lal−/−* bone marrow MDSCs (Figure 2B), which was accompanied by up-regulation of nitric oxide/ROS production genes (Figure 2A), glutathione peroxidase/glutathione reductase genes, and glucose 6-phosphate dehydrogenase gene (Table S2). High levels of ROS allow for the stimulation of cell proliferation, induction of genetic instability, and evasion from senescence [23].

### The mTOR pathway

Ingenuity Pathway Analysis revealed alteration in PI3K/thymoma viral proto-oncogene (AKT)/mammalian target of rapamycin (mTOR) signaling pathway [30], [31], [32] in *lal−/−* bone marrow MDSCs (Figure 1B). Activation of the mTOR pathway has been confirmed by highly phosphorylated S6 and 4E-BP, two authentic mTOR downstream effectors (Figure 1C). mTOR serves as a signal integrator for nutrients, growth factors, energy and stress [20]. Activation of this pathway suppresses apoptosis, promotes an influx of glucose and amino acids into the cells, stimulates ATP production [17], as well as contributes to cell growth, cell cycle entry, cell survival, and cell motility during tumorigenesis [33]. Increasing evidence suggests that membrane trafficking causes mTORC1 to shuttle to lysosomes and regulate mTORC1signalling, enabling it to respond to growth factors [20], [34]. The lysosomal surface hosts a molecular machinery for mTORC1 activation that includes the Rag GTPases, the trimeric regulator complex, and possibly GTPase activating proteins (GAPs) and guanine nucleotide exchange factors (GEFs) for the Rag GTPases [20]. Since LAL is a lysosome-associated enzyme, it is conceivable that lack of the LAL activity may change lipid composition and dynamics on the lysosomal membrane that influence endomembrane trafficking and stimulate the mTOR1 activity, which in tune coordinates the cellular metabolism and growth to increase abnormal proliferation of *lal−/−* bone marrow MDSCs.

It is important to keep in mind that development and expansion of MDSCs are a complex process. In addition to changes of gene expression, posttranscriptional modification of intracellular signaling pathways also contributes to the *lal−/−* MDSCs autonomous defect. For example, although up-regulation of Stats family members was not detected by Affymetrix GeneChip microarray analysis, phosphorylation of Stat3 at Y705 has been detected in expanded *lal−/−* MDSCs [4]. 

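Of 6 measured genes of the Stat family, limma called 0 higher and 0 lower in *lal−/−* MDSCs, and 1 had an unadjusted p under 0.05. *Stat3* had a log2 level of 9.43 ± 0.09 (SD, n = 2 arrays) against 9.09 ± 0.01 (SD, n = 2 arrays), a log2 fold change of 0.34 (standard error 0.12, adjusted p = 0.0844 from limma). The other 5 were *Stat2* (0.20), *Stat4* (0.28), *Stat5a* (-0.03), *Stat5b* (0.25) and *Stat6* (0.24). The list had a median of 0.25 and did not pass camera (adjusted p = 0.460), and its fry adjusted p was 0.0433. *Stat5a* turned to 0.19 with each array shifted to a common median, and *Stat4* to -0.05 without *lal+/+* replicate 2.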

Activation of Stat3 directly leads to MDSCs expansion in vivo [35], [36]. Phosphorylation of Erk and p38 in the Ras signaling pathway has also been detected in expanded *lal−/−* MDSCs.

In summary, studies outlined here demonstrate that the loss of the LAL function leads to myeloproliferative neoplasm. Affymetrix GeneChip microarray analysis provides a detailed map of intrinsic defects existing in *lal−/−* bone marrow MDSCs. The interrelationships between these biological processes during *lal−/−* MDSCs development and homeostasis remain to be elucidated in the future. The study provides new avenues and interventions clinically to eliminate MDSCs expansion in disease setting.

## Supporting Information

Table S1 **Changes of histone related genes in MDSCs from the bone marrow of** ***lal−/−*** **mice.**
(DOC) Click here for additional data file.

Table S2 **Up-regulation of metabolic enzyme genes in the pentose pathway in MDSCs from the bone marrow of** ***lal−/−*** **mice.**
(DOC) Click here for additional data file.

Table S3 **Up-regulation of mitochondrial ribosomal protein subunits in** ***lal−/−*** **bone marrow MDSCs.**
(DOC) Click here for additional data file.

Table S4 **Changes of vesicle traffic motor genes in MDSCs from the bone marrow of** ***lal−/−*** **mice.**
(DOC) Click here for additional data file.

Table S5 **Changes of vesicle traffic tethering factor and membrane fusion factor genes in MDSCs from the bone marrow of** ***lal−/−*** **mice.**
(DOC) Click here for additional data file.

# Supplementary material for: Gene Profile of Myeloid-Derived Suppressive Cells from the Bone Marrow of Lysosomal Acid Lipase Knock-Out Mice
**Source:** PLoS One. 2012 Feb 27;7(2):e30701. doi: 10.1371/journal.pone.0030701
**Supplement:** Table S1 — Changes of histone related genes in MDSCs from the bone marrow of lal−/− mice.

Table S1, Changes of histone related genes in MDSCs from the bone marrow of *lal-/-* mice.

| **Genes** | **Symbol** | **Fold** |
| --- | --- | --- |
| centrosomal protein 55 | Cep55 | 4.9 |
| nucleolar and spindle associated protein 1 | Nusap1 | 3.8 |
| structural maintenance of chromosomes 2 | Smc2 | 3.6 |
| SET domain containing (lysine methyltransferase) 8 | Setd8 | 3.5 |
| spindle assembly 6 homolog (C. elegans) | Sass6 | 3.5 |
| H2-K region expressed gene 2 | H2-Ke2 | 3.3 |
| methyltransferase like 9 | Mettl9 | 3.2 |
| chromatin modifying protein 4B | Chmp4b | 2.6 |
| protection of telomeres 1A | Pot1a | 2.5 |
| chromatin modifying protein 2A | Chmp2a | 2.4 |
| histone deacetylase 1 | Hdac1 | 2.4 |
| inner centromere protein | Incenp | 2.3 |
| X B|X 28.85 cM | Cetn2 | 2.3 |
| chromatin modifying protein 5 | Chmp5 | 2.3 |
| regulator of chromosome condensation (RCC1) and BTB (POZ) | Rcbtb2 | 2.2 |
| methyltransferase like 10 | Mettl10 | 2.2 |
| chromatin accessibility complex 1 | Chrac1 | 2.2 |
| centrosome and spindle pole associated protein 1 | Cspp1 | 2.1 |
| chromatin modifying protein 1B | Chmp1b | 2.1 |
| chromodomain helicase DNA binding protein 7 | Chd7 | 2.0 |
|  |  |  |
| regulator of chromosome condensation (RCC1) and BTB (POZ) | Rcbtb1 | -2.4 |
| histone deacetylase 9 | Hdac9 | -2.2 |

| ADP-ribosylation factor-like 2 binding protein | Arl2bp | 5.0 |
| --- | --- | --- |
| ADP-ribosylation factor 1 | Arf1 | 3.8 |
| ADP-ribosylation factor-like 8A | Arl8a | 3.4 |
| ADP-ribosylation factor-like 15 | Arl15 | 3.3 |
| ADP-ribosylation factor-like 11 | Arl11 | 2.8 |
| ADP-ribosylation factor-like 6 interacting protein 6 | Arl6ip6 | 2.6 |
| ADP-ribosylation factor guanine nucleotide-exchange f | Arfgef1 | 2.5 |
| ADP-ribosylation factor interacting protein 1 | Arfip1 | 2.4 |
| ADP-ribosylation factor-like 5B | Arl5b | 2.2 |
| ADP-ribosylation factor GTPase activating protein 2 | Arfgap2 | 2.1 |
| ADP-ribosylation factor related protein 1 | Arfrp1 | 2.0 |
| ADP-ribosylation factor-like 9 | Arl9 | -2.4 |

# Supplementary material for: Gene Profile of Myeloid-Derived Suppressive Cells from the Bone Marrow of Lysosomal Acid Lipase Knock-Out Mice
**Source:** PLoS One. 2012 Feb 27;7(2):e30701. doi: 10.1371/journal.pone.0030701
**Supplement:** Table S2 — Up-regulation of metabolic enzyme genes in the pentose pathway in MDSCs from the bone marrow of lal−/− mice.

Table S2. Up-regulation of metabolic enzyme genes in the pentose pathway in MDSCs from the bone marrow of *lal-/-* mice.

| **Genes of pentose phosphate pathway** | **Symbol** | **Fold** |
| --- | --- | --- |
| glucose-6-phosphate dehydrogenase 2 | G6pd2 | 5.0 |
| glucose-6-phosphate dehydrogenase X-linked | G6pdx | 5.7 |
| phosphogluconate dehydrogenase | Pgd | 4.6 |
| transketolase | Tkt | 7.3 |
| transaldolase 1 | Taldo1 | 2.6 |
| ribulose-5-phosphate-3-epimerase | Rpe | 3.7 |
| glutathione reductase | Gsr | 20.1 |
| glutathione peroxidase 4 | Gpx4 | 2.9 |

# Supplementary material for: Gene Profile of Myeloid-Derived Suppressive Cells from the Bone Marrow of Lysosomal Acid Lipase Knock-Out Mice
**Source:** PLoS One. 2012 Feb 27;7(2):e30701. doi: 10.1371/journal.pone.0030701
**Supplement:** Table S3 — Up-regulation of mitochondrial ribosomal protein subunits in lal−/− bone marrow MDSCs.

Table S3. Up-regulation of mitochondrial ribosomal protein subunits in *lal-/-* bone marrow MDSCs.

| **Genes** | **Symbol** | **Fold** |
| --- | --- | --- |
| mitochondrial ribosomal protein L45 | Mrpl45 | 4.0 |
| mitochondrial ribosomal protein S18A | Mrps18a | 3.8 |
| mitochondrial ribosomal protein S15 | Mrps15 | 3.7 |
| mitochondrial ribosomal protein S35 | Mrps35 | 3.6 |
| mitochondrial ribosomal protein L18 | Mrpl18 | 3.6 |
| mitochondrial ribosomal protein L48 | Mrpl48 | 3.1 |
| mitochondrial ribosomal protein S21 | Mrps21 | 3.1 |
| mitochondrial ribosomal protein L19 | Mrpl19 | 2.7 |
| mitochondrial ribosomal protein L20 | Mrpl20 | 2.7 |
| mitochondrial ribosomal protein 63 | Mrp63 | 2.6 |
| mitochondrial ribosomal protein L41 | Mrpl41 | 2.3 |
| mitochondrial ribosomal protein S23 | Mrps23 | 2.2 |
| mitochondrial ribosomal protein L13 | Mrpl13 | 2.2 |
| mitochondrial ribosomal protein S18C | Mrps18c | 2.2 |
| mitochondrial ribosomal protein L27 | Mrpl27 | 2.1 |
| mitochondrial ribosomal protein L44 | Mrpl44 | 2.1 |
| mitochondrial ribosomal protein L14 | Mrpl14 | 2.0 |
| mitochondrial ribosomal protein L40 | Mrpl40 | 2.0 |

# Supplementary material for: Gene Profile of Myeloid-Derived Suppressive Cells from the Bone Marrow of Lysosomal Acid Lipase Knock-Out Mice
**Source:** PLoS One. 2012 Feb 27;7(2):e30701. doi: 10.1371/journal.pone.0030701
**Supplement:** Table S4 — Changes of vesicle traffic motor genes in MDSCs from the bone marrow of lal−/− mice.

Table S4. Changes of vesicle traffic motor genes in MDSCs from the bone marrow of *lal-/-* mice.

| **Genes** | **Symbol** | **Fold** |
| --- | --- | --- |
| myosin, light polypeptide 2, regulatory, cardiac, slow | Myl2 | 4.0 |
| myosin VA | Myo5a | 2.3 |
| myosin, heavy polypeptide 9, non-muscle | Myh9 | 2.3 |
| myosin IF | Myo1f | 2.3 |
| myosin, light polypeptide 6, alkali, smooth muscle and non- | Myl6 | 2.2 |
| myosin IG | Myo1g | 2.1 |
| similar to myosin regulatory light chain-like | LOC100048581 | 2.1 |
| myosin X | Myo10 | -2.0 |
| Myl4 | Myl4 | -3.4 |
| Myo9a | Myo9a | -4.0 |
| myosin IE | Myo1e | -6.7 |
| kinesin family member 15 | Kif15 | 6.2 |
| kinesin family member 11 | Kif11 | 5.9 |
| kinesin family member 4 | Kif4 | 5.0 |
| kinesin family member 22 | Kif22 | 4.0 |
| kinesin family member 2C | Kif2c | 3.8 |
| trafficking protein, kinesin binding 2 | Trak2 | 3.4 |
| kinesin family member 14 | Kif14 | 2.6 |
| kinesin family member 18A | Kif18a | 2.5 |
| kinesin family member 3B | Kif3b | 2.3 |
| kinesin family member 20A | Kif20a | 2.1 |
| dynein cytoplasmic 1 intermediate chain 2 | Dync1i2 | 3.0 |
| dynein light chain Tctex-type 3 | Dynlt3 | 2.6 |
| dynein cytoplasmic 1 light intermediate chain 1 | Dync1li1 | 2.4 |
| dynein, axonemal, heavy chain 8 | Dnahc8 | 2.2 |
| dynein light chain Tctex-type 1 | Dynlt1 | 2.2 |
| dynein cytoplasmic 2 light intermediate chain 1 | Dync2li1 | 2.1 |

# Supplementary material for: Gene Profile of Myeloid-Derived Suppressive Cells from the Bone Marrow of Lysosomal Acid Lipase Knock-Out Mice
**Source:** PLoS One. 2012 Feb 27;7(2):e30701. doi: 10.1371/journal.pone.0030701
**Supplement:** Table S5 — Changes of vesicle traffic tethering factor and membrane fusion factor genes in MDSCs from the bone marrow of lal−/− mice.

Table S5. Changes of vesicle traffic tethering factor and membrane fusion factor genes in MDSCs from the bone marrow of *lal-/-* mice.

| **Gene** | **Symbol** | **Fold** |
| --- | --- | --- |
| ***Tethering factors*** |  |  |
| exocyst complex component 1 | Exoc1 | 3.8 |
| exocyst complex component 3 | Exoc3 | 3.2 |
| exocyst complex component 6 | Exoc6 | 3.2 |
| exocyst complex component 2 | Exoc2 | 3.0 |
| exocyst complex component 5 | Exoc5 | 2.1 |
| trafficking protein particle complex 2 | Trappc2 | 3.6 |
| trafficking protein particle complex 1 | Trappc1 | 2.8 |
| trafficking protein particle complex 10 | Trappc10 | 2.1 |
| trafficking protein particle complex 4 | Trappc4 | 4.9 |
| trafficking protein particle complex 3 | Trappc3 | 4.1 |
| trafficking protein particle complex 2-like | Trappc2l | 4.0 |
| vacuolar protein sorting 26 homolog B (yeast) | Vps26b | 4.6 |
| vacuolar protein sorting 29 (S. pombe) | Vps29 | 3.9 |
| vacuolar protein sorting 25 (yeast) | Vps25 | 3.3 |
| Vps20-associated 1 homolog (S. cerevisiae) | Vta1 | 3.2 |
| vacuolar protein sorting 24 (yeast) | Vps24 | 3.2 |
| vacuolar protein sorting 28 (yeast) | Vps28 | 3.1 |
| vacuolar protein sorting 36 (yeast) | Vps36 | 3.0 |
| vacuolar protein sorting 13 D (yeast) | Vps13d | 2.8 |
| vacuolar protein sorting 4a (yeast) | Vps4a | 2.8 |
| vacuolar protein sorting 45 (yeast) | Vps45 | 2.7 |
| vacuolar protein sorting 35 | Vps35 | 2.7 |
| vacuolar protein sorting 37C (yeast) | Vps37c | 2.3 |
| vacuolar protein sorting 26 homolog A (yeast) | Vps26a | 2.1 |
| vacuolar protein sorting 54 (yeast) | Vps54 | 2.0 |
| vacuolar protein sorting 4b (yeast) | Vps4b | 2.0 |
| ***Membrane fusion*** |  |  |
| vesicle transport through interaction with t-SNAREs homolog | Vti1a | 5.4 |
| vesicle transport through interaction with t-SNAREs 1B homolog | Vti1b | 2.3 |

How the deposited data were processed for this re-analysis (not part of the article)

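Gene expression was measured in Ly6G+ cells of the bone marrow, with 2 arrays of *lal+/+* and 2 of *lal−/−* mice. The values are log2 expression values that the authors made from the scans by RMA in Partek Genomics Suite before deposition, as the deposited labels and the methods state. They cover 35557 probe sets of the Mouse Gene 1.0 ST array, and no per-sample column was left out. The gene table used here lists 23410 probe sets, of which 21789 name 1 gene, 1621 name several and were not tested as genes, and 12147 further probe sets are not listed. Symbols of 21698 probe sets were matched to current symbols and 91 were kept as written. 45 genes of the paper's tables, 1 further gene and 1 of the gene lists below are not reported here.
The medians of the 4 deposited columns differed by more than the 0.1 allowed by a rule set before the data were examined, so the columns were quantile normalized. A linear model with genotype as the term was fitted to each probe set with limma 3.58.1 in R 4.3.3, with moderated variances (4.83 prior and 2 residual degrees of freedom), and p-values were adjusted by Benjamini-Hochberg over the probe sets that name 1 gene. 40.9% of them had an unadjusted p under 0.05. A gene was called at an adjusted p under 0.05 and a fold of at least 2. 999 genes have several probe sets, of which the one with the highest mean stands for the gene. In 3 of them probe sets were called in opposite directions, and in 143 some were called and others were not. A standard error is that of the moderated fit, an SD that of the 2 arrays of a genotype.
The 70 gene lists hold 45 lists for the pathways of the paper, 16 of cell types and 9 of other processes, written by hand before the data were examined. 2 genes matched through an old symbol that they share with the gene meant, and 1 histone gene matched by its name to a list of another kind, were taken out of those lists after the data were seen. The shift of each list was tested with camera at a preset inter-gene correlation of 0.01, and p-values were adjusted over the 70 lists. The lists of the paper's tables were compared apart, because the study chose them on these arrays. The median absolute difference between the 2 arrays of a genotype was 0.201 for *lal+/+* and 0.145 for *lal−/−* on the log2 scale, and 1027 probe sets of olfactory receptor genes gave the level of silent genes.
The set of named genes holds *Lipa* and genes that the paper's text gives with a fold or as changed. It also holds up to 4 called members of each list in each direction by size of the change, and the first 3 genes of each table. The 10 largest increases and the 10 largest decreases among all genes belong to it. So does a fixed group of genes taken whatever their result, for example *Mtor*, *Nos2*, *S100a8* and *Mki67*. The text does not print every gene of this set. The rule for the set was written before the data were examined, though the values in the paper's tables had been read.
The alternatives were a common median in place of quantile normalization, only probe sets at or above the median level (6.265), all probe sets in the adjustment, an intensity trend with robust variances, an ordinary linear model of genotype, a replicate block, no fold threshold, an adjusted p under 0.01, the mean of the probe sets of a gene, each array left out in turn, an estimated inter-gene correlation, and fry. The values as deposited and a crossed block were added after the data were seen. The model of the methods has a tissue term that cannot be fitted to 1 tissue. The procedure was tested on simulated data with 200 of 19938 genes changed. It recovered 38 of 67 genes changed by 1.5 on the log2 scale, 56 of 67 changed by 2 and 62 of 66 changed by 3. It also called 9 genes that were not among these 200. In the data 40.9% of probe sets had an unadjusted p under 0.05. The simulation therefore does not show how the procedure behaves under so broad a change. A simulated list shifted by 0.5 gave a camera p of 6.53e-25 and an unshifted list 0.151.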

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

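Signals appeared in *Hprt* and in lists of genes outside the pathways from which the paper draws its conclusions. The tests with second marker lists, the test with mature neutrophil genes and the test with a second *Ndufs5* probe set were chosen only after the result that prompted them was seen, and the tests with the first marker lists and with primary granule genes were set beforehand.
Of the first marker lists, 10 of 16 genes of B cells (median log2 fold change -2.01), 7 of 13 of monocytes and macrophages (-1.20, with 1 higher) and 5 of 6 of MHC class II (-2.21) were lower in *lal−/−* preparations. These lists passed camera, and did not with an estimated correlation (adjusted p = 0.282, 0.339 and 0.282). Second lists, written after the first were seen and before their own values were, gave medians of -1.72 for B cells (11 of 13 genes lower), -1.52 for macrophages (6 of 9) and -0.70 for T cells (3 of 9), so more B cells and macrophages in the *lal+/+* preparations is a candidate explanation. *Cd3d*, the brightest T cell marker in *lal+/+* cells, read 10.31 there and 12.73 in *lal−/−* cells, while *Cd3g* (-2.01) and *Cd3e* (-1.28) fell. Whether the *Cd3d* probe set reads T cells here is therefore not known. Lymphocytes as a whole cannot be told apart from B cells alone, because the T cell median of -0.55 lay between the bounds set for it. A selection for Ly6G is meant to remove such cells, and *Cd79b*, the brightest B cell marker, read 10.94 in *lal+/+* and 6.99 in *lal−/−* cells, while *Vcam1* read 11.42 and 7.69 and *H2-Aa* 11.65 and 7.23. The brightest genes of the second lists differed less, *Fcrl1* of B cells at 9.55 and 8.22 and *Slc40a1* of macrophages at 9.96 and 9.46. In *lal−/−* cells 10 of 16 B cell, 10 of 13 macrophage and 4 of 6 class II genes lay above the 95th percentile of silent genes, none is in another list or in the paper's tables, and lower expression within the same cells stays open, untested.
Of 8 genes of primary granules 6 were higher in *lal−/−* cells (median log2 fold change 2.20, adjusted p = 0.282 with an estimated correlation), beside 27 of 31 genes of mitosis (adjusted p = 0.282 with an estimated correlation). A shift of *lal−/−* cells to earlier granulocyte stages needs such an increase, and is a candidate explanation for both. If other cells had merely diluted neutrophil RNA in the *lal+/+* preparations, all neutrophil genes would rise alike, but the median of mature neutrophil genes was 0.05. This holds only if the mature neutrophil genes are not also read in those other cells, which was not tested. A smaller part from dilution stays open, since markers of B cells and of macrophages were lower in *lal−/−* preparations, as does an effect of genotype on these genes at an unchanged stage, which was not tested.
The signal of *Hprt* was higher by at least 5.78 and that of *Ndufs5*, listed in Table 12, by at least 5.21 on the log2 scale. Both lay near the level of silent genes in *lal+/+* cells, so these are lower bounds. A loss of signal in the probe set, as from a sequence variant, cannot be told apart from a loss of transcript. A second *Ndufs5* probe set rose by 1.84, but it also reads a pseudogene, and no second *Hprt* probe set was found. Of the 20 measured genes nearest to each on its chromosome, 4 were called for *Ndufs5* and 1 for *Hprt*, against 4 for *Lipa*. Over all genes, 2153 of 19938 were called, and the counts of neighbors were not tested against that share.
The list of ribosome biogenesis genes was shifted down in *lal−/−* cells (median log2 fold change -0.76, 10 of 24 genes lower, camera adjusted p = 2.69e-06, and adjusted p = 0.339 with an estimated correlation). With each array shifted to a common median 4 genes were lower, and 5 with the values as deposited, an alternative chosen after the data were seen. The paper names the process as one that involves ubiquitin-directed proteolysis and lists *Gnl3* in Table 2, and does not report on the list. No explanation of this was tested.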

How the results depend on the processing

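The direction of the main lists held across most settings, while counts depended on how the arrays were scaled. The values as deposited and the crossed block were tried only after the data were seen. Of the 259 named genes that were called, 12 were no longer called with the values as deposited, 16 with a common median, 1 at an adjusted p under 0.01, 3 with the mean of the probe sets of a gene, and 5 to 9 with an array left out, and none changed sign in these settings. Lists of mitosis, centromere, kinetochore, DNA replication, cholesterol biosynthesis, granule, B cell and MHC class II genes kept their direction and passed camera under every scaling and with each array left out, though not with an estimated correlation. Arrays give a level relative to background, so that a gene near the level of silent genes in a genotype has a compressed change, whose size is a lower bound and whose rank is not known. Unless stated, the cause of a change was not tested.
The total was 2645 genes with the values as deposited, 3086 with a common median (2620 higher and 466 lower), 1987 among probe sets at or above the median level, where fewer genes are tested, 2108 when adjusted over all probe sets, 2153 with an intensity trend, 2079 at an adjusted p under 0.01, 2099 with the mean of the probe sets of a gene, and 2063 to 2453 with an array left out, against 2153. Of those 2153 genes, 1933 were called with the values as deposited and 1946 with a common median. Arrays of both genotypes carry the replicate numbers 1 and 2. With a replicate block the total was 2153, and it was equal with the numbers crossed. The deviations of *lal+/+* and *lal−/−* replicate 1 had a Pearson's r of -0.175. With the block, 41 lists passed camera, against 38, the further ones being NADPH oxidase and nitric oxide (0.071, adjusted p = 0.0268), MAPK cascade kinases (0.24, adjusted p = 0.04997) and NK cell markers (-0.16, adjusted p = 0.0379). With an array left out, its genotype is 1 array whose spread is assumed to equal that of the other genotype.
With the values as deposited, the count of higher genes became 16 for mTOR signaling, 5 for heterotrimeric G protein subunits, 21 for constitutive proteasome subunits, 1 for the immunoproteasome, 8 for E2 ubiquitin-conjugating enzymes, 7 for the citric acid cycle, 21 for nuclear-encoded complex I subunits, 4 for complex III subunits, 3 for complex IV nuclear-encoded subunits, 5 for ATP synthase subunits, 4 for myosins, 4 for dyneins, 0 for MDSC effectors, 5 for lysosomal proteins and 2 for immediate early genes. Further such counts were 1 for erythroid markers. The count of lower genes became 1 for glutathione and antioxidant enzymes, 0 for MAPK cascade kinases, 0 for replication-dependent histones, 1 for lysosomal proteins, 3 for cytosolic ribosomal proteins, 5 for ribosome biogenesis, 0 for immediate early genes, 2 for eosinophil markers and 2 for stromal and endothelial markers. No longer past the threshold were PPARγ targets (-0.021, adjusted p = 0.220) and snoRNA host genes (-0.31, adjusted p = 0.0889). Passing it were NADPH oxidase and nitric oxide (0.042, adjusted p = 0.0240), Gpr receptors (-0.22, adjusted p = 0.0123), MAPK cascade kinases (0.32, adjusted p = 0.00598), cyclins (0.42, adjusted p = 0.0123), cyclin-dependent kinases (0.13, adjusted p = 0.0171), citric acid cycle (0.68, adjusted p = 1.50e-04), complex IV nuclear-encoded subunits (0.51, adjusted p = 0.0177) and NK cell markers (-0.33, adjusted p = 0.0198). The sign changed without a call for regulators of G-protein signaling (-0.20), histone deacetylases (-0.068), myosins (-0.12) and immediate early genes (0.15), and for *Ccna1* (-0.07), *Ccnk* (0.44), *Ccnl2* (0.14), *Mtor* (-0.02), *Nos2* (-0.14), *Stat5a* (0.01) and *Tsc1* (0.00).
With each array shifted to a common median, the count of higher genes became 19 for mTOR signaling, 2 for PPARγ targets, 7 for heterotrimeric G protein subunits, 24 for Rab GTPases, 8 for Ras GTPases, 15 for MAPK cascade kinases, 24 for constitutive proteasome subunits, 1 for the immunoproteasome, 9 for E2 ubiquitin-conjugating enzymes, 2 for histone deacetylases, 8 for the citric acid cycle, 23 for nuclear-encoded complex I subunits, 6 for complex III subunits, 3 for complex IV nuclear-encoded subunits and 6 for ATP synthase subunits. Further such counts were 24 for mitochondrial ribosomal proteins, 13 for kinesins, 4 for myosins, 6 for dyneins, 7 for lysosomal proteins, 4 for immediate early genes, 2 for monocyte and macrophage markers and 1 for erythroid markers. The count of lower genes became 2 for PPARγ targets, 1 for glutathione and antioxidant enzymes, 0 for heterotrimeric G protein subunits, 0 for MAPK cascade kinases, 0 for replication-dependent histones, 1 for lysosomal proteins, 2 for cytosolic ribosomal proteins, 4 for ribosome biogenesis, 0 for immediate early genes, 0 for plasmacytoid dendritic cell markers, 2 for eosinophil markers and 0 for stromal and endothelial markers. PPARγ targets (0.16, adjusted p = 0.126), whose sign changed, no longer passed. Another list that no longer passed was snoRNA host genes (-0.14, adjusted p = 0.0740). The lists that passed were NADPH oxidase and nitric oxide (0.22, adjusted p = 0.0379), Gpr receptors (-0.037, adjusted p = 0.0118), MAPK cascade kinases (0.50, adjusted p = 0.0118), cyclins (0.60, adjusted p = 0.0191), cyclin-dependent kinases (0.31, adjusted p = 0.0168), citric acid cycle (0.86, adjusted p = 2.79e-04), complex IV nuclear-encoded subunits (0.69, adjusted p = 0.0220) and NK cell markers (-0.15, adjusted p = 0.0162). The sign changed for PPARγ targets (0.16), regulators of G-protein signaling (-0.023), immediate early genes (0.33), eosinophil markers (0.15) and sex-linked genes (0.10), and for *Ccnb3* (0.06), *Ccnk* (0.62), *Ccnl2* (0.32) and *Stat5a* (0.19).
Among probe sets at or above the median level, the count of higher genes became 1 for dyneins. The count of lower genes became 1 for NK cell markers. Fewer genes of a list are tested, and no longer past the threshold were Cdk inhibitors (1.02, adjusted p = 0.135), E2 ubiquitin-conjugating enzymes (0.33, adjusted p = 0.115), ATP synthase subunits (0.51, adjusted p = 0.0963) and dyneins (0.56, adjusted p = 0.117). Past it were NADPH oxidase and nitric oxide (1.40, adjusted p = 0.0216), Gpr receptors (-0.25, adjusted p = 0.0229) and NK cell markers (-0.45, adjusted p = 0.0319).
An ordinary linear model of genotype called 0 genes in total, in each list and in the paper's tables, 5691 having an unadjusted p under 0.05, and *Lipa* (-1.85) had an adjusted p of 0.103. It has 2 residual degrees of freedom and no shared variance.
Without a fold threshold 5900 genes passed, 3938 higher and 1962 lower, since smaller changes then count. The count of higher genes was 20 for mTOR signaling, 1 for PPARγ targets, 8 for glutathione and antioxidant enzymes, 10 for heterotrimeric G protein subunits, 34 for Rab GTPases, 8 for Ras GTPases, 18 for MAPK cascade kinases, 9 for cyclin-dependent kinases, 24 for constitutive proteasome subunits, 1 for the immunoproteasome, 12 for E2 ubiquitin-conjugating enzymes, 8 for ubiquitin-specific peptidases, 22 for replication-dependent histones, 2 for histone deacetylases and 11 for glycolysis. Further such counts were 9 for the citric acid cycle, 24 for nuclear-encoded complex I subunits, 5 for complex III subunits, 6 for complex IV nuclear-encoded subunits, 9 for ATP synthase subunits, 34 for mitochondrial ribosomal proteins, 17 for kinesins, 4 for myosins, 5 for dyneins, 7 for the exocyst, 17 for VPS proteins, 7 for lysosomal proteins, 3 for interferon-stimulated genes, 2 for ribosome biogenesis and 4 for immediate early genes. Further such counts were 2 for heat shock proteins, 3 for monocyte and macrophage markers, 1 for erythroid markers, 2 for eosinophil markers, 3 for basophil and mast cell markers and 4 for stem and progenitor markers. The count of lower genes was 1 for mTOR signaling, 6 for glutathione and antioxidant enzymes, 3 for heterotrimeric G protein subunits, 3 for regulators of G-protein signaling, 10 for Gpr receptors, 6 for MAPK cascade kinases, 3 for cyclins, 3 for cyclin-dependent kinases, 1 for Cdk inhibitors, 4 for E2 ubiquitin-conjugating enzymes, 7 for ubiquitin-specific peptidases, 2 for histone deacetylases, 2 for the citric acid cycle, 1 for glycogen metabolism and 2 for nuclear-encoded complex I subunits. Further such counts were 2 for mitochondrially encoded proteins, 4 for mitochondrial ribosomal proteins, 5 for myosins, 1 for VPS proteins, 4 for lysosomal proteins, 2 for interferon-stimulated genes, 24 for cytosolic ribosomal proteins, 2 for snoRNA host genes, 5 for immediate early genes, 6 for T cell markers, 2 for plasmacytoid dendritic cell markers, 2 for erythroid markers, 3 for eosinophil markers and 2 for stromal and endothelial markers. With the mean of the probe sets of a gene, 0 ubiquitin-specific peptidases were lower, and *Hk1* turned to 0.68.
With an estimated inter-gene correlation none of the 38 lists passed. The estimate rests on 2 residual degrees of freedom, so this does not show that a list is unshifted. Not past the threshold were cholesterol biosynthesis (1.64, adjusted p = 0.284), mTOR signaling (0.49, adjusted p = 0.361), PPARγ targets (-0.12, adjusted p = 0.366), Gimap and Gbp GTPases (-1.61, adjusted p = 0.282), Rab GTPases (0.58, adjusted p = 0.361), Cdk inhibitors (0.27, adjusted p = 0.361), DNA replication (0.63, adjusted p = 0.366), mitosis (1.66, adjusted p = 0.282), constitutive proteasome subunits (0.77, adjusted p = 0.339) and E2 ubiquitin-conjugating enzymes (0.29, adjusted p = 0.529). Also not past it were replication-dependent histones (1.02, adjusted p = 0.282), replication-independent histone variants (1.03, adjusted p = 0.293), centromere proteins (1.61, adjusted p = 0.339), kinetochore (1.47, adjusted p = 0.282), glycolysis (0.57, adjusted p = 0.358), pentose phosphate pathway (0.66, adjusted p = 0.284), glycogen metabolism (1.1, adjusted p = 0.382), nuclear-encoded complex I subunits (0.87, adjusted p = 0.282), mitochondrially encoded proteins (-1.44, adjusted p = 0.361) and complex III subunits (0.49, adjusted p = 0.358). Also not past it were ATP synthase subunits (0.51, adjusted p = 0.339), mitochondrial ribosomal proteins (0.38, adjusted p = 0.282), kinesins (0.38, adjusted p = 0.284), dyneins (0.35, adjusted p = 0.462), exocyst (0.98, adjusted p = 0.366), TRAPP complex (1.01, adjusted p = 0.284), VPS proteins (0.60, adjusted p = 0.366), cytosolic ribosomal proteins (-0.33, adjusted p = 0.282), ribosome biogenesis (-0.76, adjusted p = 0.339) and snoRNA host genes (-0.68, adjusted p = 0.366). Also not past it were neutrophil primary granule proteins (2.20, adjusted p = 0.282), neutrophil secondary granule proteins (1.47, adjusted p = 0.282), B cell markers (-2.01, adjusted p = 0.282), T cell markers (-0.55, adjusted p = 0.284), plasma cell markers (-0.60, adjusted p = 0.339), plasmacytoid dendritic cell markers (-0.52, adjusted p = 0.365), monocyte and macrophage markers (-1.20, adjusted p = 0.339) and MHC class II genes (-2.21, adjusted p = 0.282).
With fry, which tests a list without comparing it with other genes, 57 lists passed. Not among them were plasmacytoid dendritic cell markers (-0.52, adjusted p = 0.0527). Added were NADPH oxidase and nitric oxide (0.071, adjusted p = 0.00644), heterotrimeric G protein subunits (0.24, adjusted p = 0.00611), regulators of G-protein signaling (0.029, adjusted p = 0.0145), Ras GTPases (0.28, adjusted p = 0.00985), MAPK cascade kinases (0.24, adjusted p = 0.0134), cyclins (0.19, adjusted p = 0.0129), cyclin-dependent kinases (0.21, adjusted p = 0.0128), lactate dehydrogenases (0.99, adjusted p = 0.00366), citric acid cycle (0.45, adjusted p = 0.0245) and complex IV nuclear-encoded subunits (0.35, adjusted p = 0.0173). Also added were Stat family (0.25, adjusted p = 0.0433), interferon-stimulated genes (0.13, adjusted p = 0.0184), heat shock proteins (-0.42, adjusted p = 0.00237), mature neutrophil genes (0.053, adjusted p = 0.0135), NK cell markers (-0.16, adjusted p = 0.0156), eosinophil markers (-0.075, adjusted p = 0.00978), basophil and mast cell markers (0.33, adjusted p = 0.0274), stem and progenitor markers (0.34, adjusted p = 0.00366) and stromal and endothelial markers (-0.27, adjusted p = 0.0319).
With an array left out, medians ranged over -0.20 to -0.089 for PPARγ targets, -0.033 to 0.13 for regulators of G-protein signaling, 0.28 to 0.32 for MAPK cascade kinases, 0.23 to 0.37 for Cdk inhibitors, 0.37 to 0.46 for the citric acid cycle, -0.23 to 0.16 for sex-linked genes, 0.017 to 0.28 for NADPH oxidase and nitric oxide, 0.27 to 0.41 for E2 ubiquitin-conjugating enzymes, 0.33 to 0.47 for dyneins, -0.22 to 0.18 for immediate early genes, -0.46 to -0.40 for heat shock proteins and -0.22 to -0.074 for NK cell markers. Of these, PPARγ targets did not pass without *lal+/+* replicate 1 (-0.089, adjusted p = 0.0760), regulators of G-protein signaling changed sign without *lal+/+* replicate 1 (-0.033, adjusted p = 0.622), regulators of G-protein signaling changed sign without *lal−/−* replicate 1 (-0.026, adjusted p = 0.863), MAPK cascade kinases passed without *lal+/+* replicate 1 (0.31, adjusted p = 0.0341), MAPK cascade kinases passed without *lal−/−* replicate 1 (0.28, adjusted p = 0.0447), Cdk inhibitors did not pass without *lal+/+* replicate 1 (0.30, adjusted p = 0.0658), citric acid cycle passed without *lal+/+* replicate 1 (0.46, adjusted p = 0.0418), sex-linked genes changed sign without *lal+/+* replicate 1 (0.16, adjusted p = 0.904), NADPH oxidase and nitric oxide passed without *lal+/+* replicate 2 (0.28, adjusted p = 0.0489), NADPH oxidase and nitric oxide passed without *lal−/−* replicate 1 (0.077, adjusted p = 0.0199), NADPH oxidase and nitric oxide passed without *lal−/−* replicate 2 (0.22, adjusted p = 0.00900), E2 ubiquitin-conjugating enzymes did not pass without *lal+/+* replicate 2 (0.27, adjusted p = 0.147), E2 ubiquitin-conjugating enzymes did not pass without *lal−/−* replicate 1 (0.28, adjusted p = 0.0602), dyneins did not pass without *lal+/+* replicate 2 (0.47, adjusted p = 0.128), immediate early genes changed sign without *lal+/+* replicate 2 (0.18, adjusted p = 0.612), heat shock proteins passed without *lal−/−* replicate 1 (-0.41, adjusted p = 0.0482), heat shock proteins passed without *lal−/−* replicate 2 (-0.46, adjusted p = 0.0359) and NK cell markers passed without *lal−/−* replicate 2 (-0.22, adjusted p = 0.0185). Counts of higher genes ranged over 0 to 1 for PPARγ targets, 4 to 8 for E2 ubiquitin-conjugating enzymes, 2 to 5 for the citric acid cycle, 1 to 3 for ATP synthase subunits, 0 to 1 for MDSC effectors, 1 to 2 for monocyte and macrophage markers, 0 to 1 for erythroid markers, 1 to 2 for basophil and mast cell markers, 1 to 3 for dyneins, 0 to 1 for interferon-stimulated genes, 1 to 2 for immediate early genes, 0 to 1 for megakaryocyte markers, 0 to 1 for B cell markers, 0 to 1 for histone deacetylases, 1 to 2 for complex IV nuclear-encoded subunits and 0 to 1 for cytosolic ribosomal proteins. Counts of lower genes ranged over 0 to 1 for E2 ubiquitin-conjugating enzymes, 0 to 2 for immediate early genes, 1 to 2 for regulators of G-protein signaling, 1 to 2 for cyclins, 1 to 2 for eosinophil markers, 1 to 2 for stromal and endothelial markers, 0 to 1 for MAPK cascade kinases, 0 to 1 for replication-dependent histones, 1 to 2 for mitochondrially encoded proteins and 0 to 1 for plasmacytoid dendritic cell markers. The sign of uncalled genes changed for *Ccna1* (-0.10 to 0.39), *Ccng1* (0.00 to 0.09), *Ccnk* (-0.05 to 0.02), *Nos2* (-0.05 to 0.21), *Ccnb3* (-0.11 to 0.09), *Ccnt1* (-0.07 to 0.15), *Rictor* (-0.30 to 0.40), *Stat4* (-0.05 to 0.62), *Ccnd1* (-0.29 to 0.03) and *Stat5a* (-0.13 to 0.07).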

Differences from the paper's values

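Folds here are signed, so that a negative fold is lower in *lal−/−* cells. The paper gives n = 5 for the mice, without stating whether this is per genotype, and 2 arrays per genotype are measured here. For Ly6C the paper gives 7.1 fold, and the brighter probe set of *Ly6c1* and *Ly6c2* gave 4.11. A common median gave 5.44, within 1.5 times the paper's value, the arrays left out in turn gave 3.28 to 4.58, which is not, and the dimmer probe set gave 5.57. A fold is taken to differ when it and the paper's are more than 1.5 times apart, or opposite in sign, and further apart than the SD of the arrays.
Of the 418 measured genes of the paper's tables, 413 had the sign of the table, 285 were called in its direction, and the median ratio of the fold here to the paper's was 0.839. With the values as deposited, chosen after the data were seen, 391 were called in that direction and the ratio was 0.978, so that much of the gap goes with the scaling of the arrays. Among the alternatives set before the data were examined, a common median, the mean of the probe sets of a gene and an array left out brought some folds to where they no longer differ. A common median did so for *Cyb5r4* (the paper's 5.1 in Table 13, here 2.48, 3.75 with a common median, 2.40 to 2.54 with an array left out, 3.08 with the mean of the probe sets) and *Vps4b* (the paper's 2.0 in Table S5, here 1.05, 1.58 with a common median, 1.02 to 1.07 with an array left out, 1.23 with the mean of the probe sets), and the other settings did not. A common median or the mean of the probe sets did so for *Psmd2* (the paper's 2.1 in Table 8, here 1.31, 1.98 with a common median, 1.28 to 1.35 with an array left out, 1.46 with the mean of the probe sets) and *Arf1* (the paper's 3.8 in Table S1, here 2.14, 3.29 with a common median, 1.94 to 2.34 with an array left out, 2.68 with the mean of the probe sets), and leaving out an array did not. A common median, the mean of the probe sets, or leaving out 1 array did so for *Lamtor3* (the paper's 2.5 in Table 4, here 1.63, 2.56 with a common median, 1.49 to 1.79 with an array left out, 1.70 with the mean of the probe sets), without *lal+/+* replicate 1, and for *Ndufa11* (the paper's 3.6 in Table 12, here 2.24, 3.49 with a common median, 2.01 to 2.54 with an array left out, 2.48 with the mean of the probe sets), without *lal+/+* replicate 2. A common median or leaving out an array did so for *Ube2j2* (the paper's 3.0 in Table 7, here 1.97, 2.01 with a common median, 1.85 to 2.15 with an array left out) and *Mrpl18* (the paper's 3.6 in Table S3, here 2.28, 3.44 with a common median, 2.22 to 2.42 with an array left out), both without *lal+/+* replicate 1, for *Ublcp1* (the paper's 2.9 in Table 7, here 1.81, 2.59 with a common median, 1.49 to 2.13 with an array left out), without *lal+/+* replicate 1 or *lal−/−* replicate 2, and for *Cenpo* (the paper's 2.2 in Table 10, here 1.45, 1.66 with a common median, 1.37 to 1.59 with an array left out), without *lal+/+* replicate 1 or *lal−/−* replicate 1. The mean of the probe sets alone did so for *Vps13d* (the paper's 2.8 in Table S5, here 1.52, 1.82 with a common median, 1.45 to 1.65 with an array left out, 2.03 with the mean of the probe sets). Of these, *Cyb5r4*, *Lamtor3* and *Ndufa11* are each listed 2 times in their table, and their folds here do not differ from the second entry, 3.4, 2.4 and 3.2.
None of these alternatives did so for *Arhgef12* (the paper's 4.0 in Table 3, here -1.55, -1.52 with a common median, -1.87 to -1.26 with an array left out), *Psmb3* (the paper's 8.5 in Table 8, here 2.81, 4.30 with a common median, 2.73 to 2.92 with an array left out, 4.42 with the mean of the probe sets), *H2bc4* (the paper's 8.1 in Table 9, here -2.31, -1.53 with a common median, -2.64 to -1.96 with an array left out), *H3c7* (the paper's 3.9 in Table 9, here 1.1, 1.25 with a common median, 1.05 to 1.17 with an array left out), *Hk1* (the paper's 3.2 in Table 11, here -1.24, -1.12 with a common median, -1.34 to -1.16 with an array left out, 1.60 with the mean of the probe sets), *Pgam1* (the paper's 5.3 in Table 11, here 2.51, 3.49 with a common median, 2.31 to 2.79 with an array left out, 3.11 with the mean of the probe sets) and *Chmp3* (the paper's 3.2 in Table S5, here 1.40, 2.07 with a common median, 1.33 to 1.5 with an array left out). Nor did they for *Cspp1* (the paper's 2.1 in Table 10, here -1.35, 1.17 with a common median, -1.39 to -1.30 with an array left out, 1.15 with the mean of the probe sets) and *Chd7* (the paper's 2.0 in Table 10, here -1.79, -1.15 with a common median, -1.95 to -1.60 with an array left out, 1.09 with the mean of the probe sets), which Table S1 lists again at 2.1 and 2.0. Dimmer probe sets of 7 of these genes came closer to the paper's fold, at 6.93 for *Psmb3*, 3.17 for *Hk1*, 4.78 for *Pgam1*, 1.82 for *Cspp1*, 2.37 for *Chd7*, 3.82 for *Cyb5r4* and 2.70 for *Vps13d*. *Cspp1* has 14 probe sets, *Chd7* 30 and *Pgam1* 3, so the values given for them are single probe sets picked from several dimmer ones. The mean of the probe sets was only 1.15 for *Cspp1* and 1.09 for *Chd7*. The annotation also has probe sets that name *H2bc4* or *H3c7* together with other histones. They are not tested as a gene here, so the paper's folds for these 2 genes may come from such a probe set. For *Arhgef12* and *Chmp3* 1 probe set was measured, and which one the paper used is not known.
The values as deposited, an alternative chosen after seeing the values that leaves 27 of the 418 table genes uncalled, gave folds that do not differ for Ly6C (4.81), *Lamtor3* (2.26), *Ublcp1* (2.29), *Psmd2* (1.75), *Cenpo* (1.47), *Ndufa11* (3.08), *Arf1* (2.91), *Mrpl18* (3.04) and *Vps4b* (1.40). With them the dimmer probe sets gave 6.72 for Ly6C, 8.39 for *Psmb3*, 3.23 for *Hk1*, 5.26 for *Pgam1*, 5.05 for *Cyb5r4* and 2.80 for *Vps13d*.
At the paper's thresholds 2153 genes were called here against the paper's 3086. A common median gave 3086, which does not show that the paper used this scaling, because its probe set filter is not known here. The median ratio of folds to the paper's was 0.978 with the values as deposited and 0.839 in the main setting. It is not given for a common median. The values as deposited, chosen after the data were seen, gave 2645 called genes. The tally of table genes called in the direction of the table was 9 of 38 in Table 4 and 7 of 24 in Table 8, which the paper lists as higher, and 36 and 22 with the values as deposited, chosen after the data were seen. The paper states that farnesyltransferase was higher, and *Fnta* was 1.61-fold higher here and not called, while a common median called it (1.17 on the log2 scale). The paper states that hexokinase and pyruvate kinase were higher. *Hk2* and *Hk3* were called higher, the brighter *Hk1* probe set and *Pkm* (1.67-fold) were not, the dimmer *Pkm* probe set was 2.64-fold higher, and *Pkm* passed with a common median (1.26), the mean of its probe sets (1.07) and, chosen after the data were seen, the values as deposited (1.08).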

Other observations

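Of 24 genes of ribosome biogenesis 10 were lower in *lal−/−* MDSCs and 0 higher, led by *Gnl3*, nucleostemin (-2.29), *Nop10* (-1.71), *Nop58* (-1.54) and *Heatr1* (-1.34) (camera adjusted p = 2.69e-06, and adjusted p = 0.339 with an estimated correlation). Of 59 cytosolic ribosomal proteins 8 were lower and 51 did not pass the test, led by *Rpl26* (-1.55) and *Rplp2* (-1.5), with a median of -0.33 (camera adjusted p = 6.67e-09, and adjusted p = 0.282 with an estimated correlation). With each array shifted to a common median 4 and 2 were lower. Of 3 snoRNA host genes *Gas5* was lower (-1.24), with a median of -0.68 (camera adjusted p = 0.0154, and adjusted p = 0.366 with an estimated correlation), which did not pass with each array shifted to a common median (-0.14, adjusted p = 0.0740).
Of 8 heat shock proteins *Dnajb1* was higher in *lal−/−* MDSCs (1.21) and *Hspe1* (-1.55), *Hsph1* (-1.45) and *Hspd1* (-1.23) were lower (median -0.42, camera adjusted p = 0.0636, and past the threshold without *lal−/−* replicate 1, adjusted p = 0.0482, and without *lal−/−* replicate 2, adjusted p = 0.0359). Of 16 immediate early genes *Ier2* was higher (1.84) and *Atf3* lower (-1.05) (median -0.03 and mean 0.05, camera adjusted p = 0.424). Of 12 genes of MDSC effectors *Ptges*, prostaglandin E synthase, was higher (1.01) and *Ptgs2*, cyclooxygenase-2 (-1.65), and *Cd274*, PD-L1 (-1.48), were lower (median 0.07 and mean -0.09, camera adjusted p = 0.481). Of 24 lysosomal proteins *Smpd1*, acid sphingomyelinase (1.64), and *Gusb* (1.06) were higher and the cathepsins *Ctss* (-2.10) and *Ctsb* (-1.20) lower (median 0.15, camera adjusted p = 0.966). Of 16 interferon-stimulated genes *Ifit2* was higher (1.23) (median 0.13, camera adjusted p = 0.873).
Among markers of other cells, 3 of 7 plasma cell genes, *Mzb1* (-1.49), *Jchain* (-1.38) and *Irf4* (-1.32), were lower (median -0.60, camera adjusted p = 0.0126, and adjusted p = 0.339 with an estimated correlation). *Tcf4* was lower (-1.03) among 5 genes of plasmacytoid dendritic cells (median -0.52, camera adjusted p = 0.0142, and adjusted p = 0.365 with an estimated correlation). *Gzma* (-2.31) and *Klrd1* (-1.77) were lower among 10 NK cell genes (median -0.16, camera adjusted p = 0.0503, and adjusted p = 0.0185 without *lal−/−* replicate 2). *Ppbp* was higher (1.22) among 6 megakaryocyte genes (median 0.21, camera adjusted p = 0.538), *Mcpt8* (1.53) among 7 basophil and mast cell genes (median 0.33, camera adjusted p = 0.275), and *Prg2* (1.44), with *Ccr3* lower (-3.89), among 6 eosinophil genes (median -0.08, camera adjusted p = 0.396). *Pecam1* was lower (-1.39) among 8 stromal and endothelial genes (median -0.27, camera adjusted p = 0.0880). Limma called 0 of 8 erythroid genes (4 with an unadjusted p under 0.05, median 0.14, camera adjusted p = 0.768) and 0 of 4 sex-linked genes (0 with an unadjusted p under 0.05, median -0.04, camera adjusted p = 0.603).
*Hspd1* (-0.63), *Atf3* (-0.65), *Ctsb* (-0.56), *Jchain* (-0.80), *Tcf4* (-0.74), *Rplp2* (-0.90) and *Pecam1* (-0.94) missed the fold threshold with each array shifted to a common median. *Ptges* (0.89) missed it with the values as deposited, as did *Hspd1* (-0.80), *Ctsb* (-0.74), *Atf3* (-0.83), *Jchain* (-0.98) and *Tcf4* (-0.92). Without *lal+/+* replicate 1, *Gusb* (0.99), *Ptges* (0.86) and *Tcf4* (-0.90) missed it, without *lal+/+* replicate 2 *Ifit2* (0.88) and *Ppbp* (0.92), without *lal−/−* replicate 1 *Gusb* (0.96) and *Ptges* (0.94), and without *lal−/−* replicate 2 *Irf4*, narrowly, *Atf3* (-0.94) and *Tcf4* (-0.86).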
